# The extent of liver injury determines hepatocyte fate toward senescence or cancer

**DOI:** 10.1038/s41419-018-0622-x

**Published:** 2018-05-14

**Authors:** Chao Wang, Wen-Jian Chen, Ying-Fu Wu, Pu You, Shang-Yong Zheng, Chang-Cheng Liu, Dao Xiang, Min-Jun Wang, Yong-Chao Cai, Qing-Hui Zhao, Uyunbilig Borjigin, Wei Liu, Wu-Jun Xiong, Kirk J. Wangensteen, Xin Wang, Zhong-Min Liu, Zhi-Ying He

## Abstract

It is well known that induction of hepatocyte senescence could inhibit the development of hepatocellular carcinoma (HCC). Until now, it is still unclear how the degree of liver injury dictates hepatocyte senescence and carcinogenesis. In this study, we investigated whether the severity of injury determines cell fate decisions between hepatocyte senescence and carcinogenesis. After testing of different degrees of liver injury, we found that hepatocyte senescence is strongly induced in the setting of severe acute liver injury. Longer-term, moderate liver injury, on the contrary did not result into hepatocyte senescence, but led to a significant incidence of HCC instead. In addition, carcinogenesis was significantly reduced by the induction of severe acute injury after chronic moderate liver injury. Meanwhile, immune surveillance, especially the activations of macrophages, was activated after re-induction of senescence by severe acute liver injury. We conclude that severe acute liver injury leads to hepatocyte senescence along with activating immune surveillance and a low incidence of HCC, whereas chronic moderate injury allows hepatocytes to proliferate rather than to enter into senescence, and correlates with a high incidence of HCC. This study improves our understanding in hepatocyte cell fate decisions and suggests a potential clinical strategy to induce senescence to treat HCC.

## Introduction

Hepatocellular carcinoma (HCC) is one of the most frequent human malignancies with poor prognosis^1^. Nowadays, the most effective treatment for HCC patients is mainly to resect tumors because of the effective drugs deficiency. Only a minority of patients are candidates for surgerical extirpation or transplantation. Thus, a better grasp of the cellular and molecular mechanisms underlying HCC is needed in order to find effective strategies for the treatment of HCC.

The role of cell senescence on inhibition of carcinogenesis has been suggested in several recent studies^2–10^. For example, programmed cellular senescence was found to trigger innate immune responses targeting to liver tumor cells^9^. However, the mechanisms for induction of hepatocyte senescence have not been characterized until now. Here, we characterize the level of injury as a crucial trigger for senescence. Pathological changes of hepatocytes have been described according to the time length and severity extent of different injuries^11^. Remarkably, a high incidence of HCC is known to occur in humans with chronic liver injuries, such as with alcohol addiction, fatty liver disease, viral hepatitis or other chronic liver diseases. Animal models have been able to replicate most of these types of chronic liver injuries to study carcinogenesis. However, up to now, there has been no standard to clearly define how level of liver injury relates to carcinogenesis. Therefore, a better understanding of the inter-relationships among liver injuries, hepatocyte senescence and carcinogenesis will help clarify the pathogenesis of HCC, which could guide therapeutic strategies for HCC.

Patients with hereditary tyrosinemia have been described to undergo fulminant liver failure–leading to death–or more prolonged injury with cirrhosis and greatly increased risk of HCC^12–14^. The mouse model of this condition, the fumarylacetoacetate hydrolase knockout (*Fah*^−/−^) mice, are a robust model for inducible liver injury and liver repopulation, for example with Fah expression vectors^15,16^, or by transplantation of hepatocytes^17–20^. *Fah*^−/−^ mice have been used in several studies on carcinogenesis^18,19^. For example, hepatocytes have been found to be resistant to apoptosis during liver injury in *Fah*^−/−^ mice, which promotes carcinogenesis through activation of the AKT pathway^21^. More recently, a unique role of the adaptive immune system on promoting carcinogenesis was found in *Fah*^−/−^ mice, and resultant HCCs closely matched the genetic profile of HCCs in humans^22^.

Here, we investigated the inter-relationship among the level of liver injury, hepatocyte senescence and carcinogenesis. We discover that the degree of liver injury determines the hepatocyte cell fate into senescence or carcinogenesis, paving a way to potentially treat or prevent HCC by inducing hepatocyte senescence.

## Results

### Induction of hepatocyte senescence by severe acute liver injury

Cellular injuries can result in senescence, apoptosis or necrosis^23^. In *Fah*^−/−^ mice, hepatocytes undergo toxic injury by the abnormal accumulation intermediate metabolites of tyrosine catabolism^24^. The drug 2-(2-nitro-4-trifluoromethylbenzoyl)-1,3-cyclohexanedione (NTBC) specifically blocks toxin formation by inhibiting an enzyme upstream of FAH in the tyrosine metabolic pathway. Daily administration of therapeutic doses of NTBC restores liver function and keeps patients with hereditary tyrosinemia and *Fah*^−/−^ mice completely healthy^24–26^. In *Fah*^−/−^ mice, total withdrawal of NTBC has been shown to induce severe acute liver injury (SALI), and lead to death within 6–8 weeks, while a reduction of NTBC amount to 2.5% of the therapeutic dose induces moderate chronic liver injury (MCLI)^27^.

In order to characterize the relationship between the level of injury and senescence in hepatocytes, we first examined the histopathology of *Fah*^−/−^ mouse livers after NTBC withdrawal. As seen with severe acute hepatic injuries in humans, with SALI we detected abundant hepatocyte multinucleation, bile duct hyperplasia, severe hepatocyte steatosis and swelling (Fig. S1A-C). On the other hand, with MCLI, milder pathological changes were detected, including micro-inflammation, foci of necrosis and micro-steatosis, slight nuclear polymorphism and hepatocyte swelling (Fig. S1A-C). In addition, analyses on serum indexes of liver function were used to confirm the degrees of liver injury in SALI and MCLI mice. We found that the serum indexes of ALT, AST, and T-bil were significantly higher in the SALI group than the MCLI group (Fig. S2A). There was a significant increase in cell size with 4 weeks SALI (Fig. S1A, D, F), which is generally regarded as indicative of cellular senescence^28^. In contrast, no obvious enlargement occurred in MCLI (Fig. S1A, E, F). TUNEL-positive cells were not detectable in either SALI or MCLI (Fig. S2B, C), which suggested that hepatocytes were apoptosis-resistant, as reported previously^27,29,30^.

As apoptosis and necrosis were not evident in either injury condition, we further characterized whether senescence is the major event in SALI in *Fah*^−/−^ mice after total NTBC withdrawal. We examined liver samples at 0, 2, 4, 6, and 8 weeks of treatment for markers of hepatocyte senescence, as in previous studies^31^. Senescence associated-β-galactosidase (SA-β-Gal) activity^32,33^, was undetectable in control tissue, but became positive in nearly 50% of hepatocytes by 8 weeks of SALI (**p *<* 0.01 vs. control, Fig. 1a,d). Similarly, the senescence associated heterochromatin (SAHF) assay^34^ also increased from undetectable levels to more than 30% positive with SALI (**p *<* 0.01 vs. control, Fig. 1b,d). The cell cycle inhibitor p21 staining became positive in hepatocytes only with SALI (**p *<* 0.01, Fig. 1c, d). In fact, the cell cycle inhibitors p53 and p21^35–37^ both increased in expression with SALI (**p *<* 0.01, Fig. 1e,f).

**Fig. 1:**
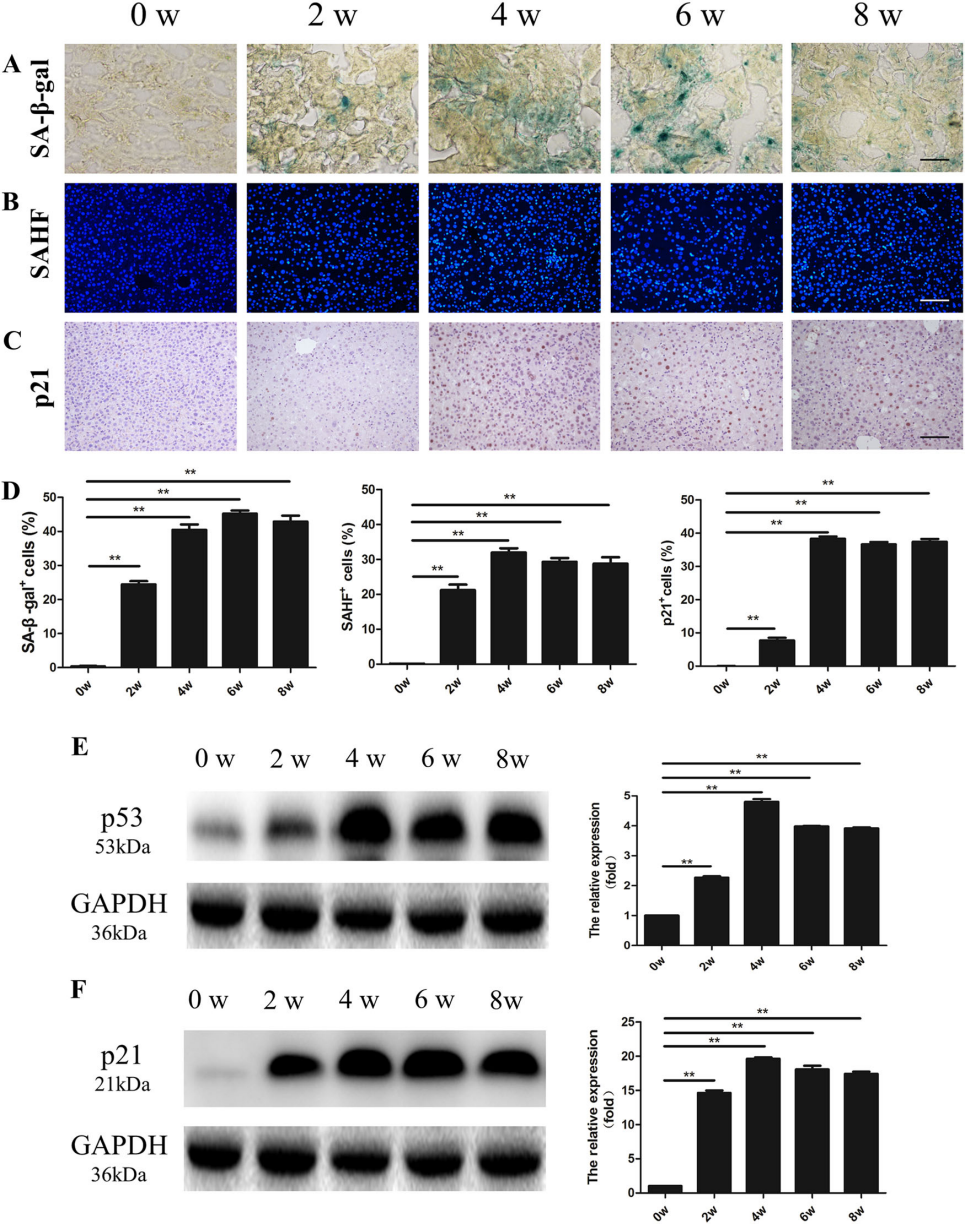
Severe acute liver injury leads to hepatocyte senescence. **a** Representative images of SA-β-gal activity in the livers of *Fah*^−/−^mice undergoing severe acute liver injury for 0, 2, 4, 6, and 8 weeks. **b** Representative images of SAHF staining in liver sections at 0, 2, 4, 6, and 8 weeks. **c** Immunohistochemistry staining for p21 at 0, 2, 4, 6, and 8 weeks. **d** The bar graphs show the quantification of positive cells for SA-β-gal, SAHF, and p21. **e**, **f** Protein levels of p53 and p21 in livers at 0, 2, 4, 6, and 8 weeks of severe injury. Quantitation of protein levels is shown on the right panel. The baseline value was set on the expression level for *Fah*^−/−^ mice on NTBC and considered equal to 1. All values presented as mean ± S.D. ** *p* *<* 0.01. Scale bar, 100 µm

Taken together, the above results indicated that hepatocytes became senescent during SALI.

### Hepatocyte senescence was not significantly induced by moderate chronic liver injury

Next, we examined whether hepatocyte senescence was induced with MCLI, wherein the NTBC provided to *Fah*^−/−^ mice is reduced to 2.5% of the standard dose^27^. We repeated the assays for cellular senescence during 12 weeks of MCLI. Results indicated that only very rare SA-β-gal-positive cells were detected with up to 12 weeks of MCLI (Fig. 2a,d). Although small proportion (<20%) of cells became positive for either SAHF or p21 at 4 or 8 weeks, these levels decreased to fewer than 5% by 12 weeks (Fig. 2b–d). Western Blotting indicated that the expressions of both p21 and p53 increased at 4 weeks, and then started to decrease significantly from 8 to12 weeks during MCLI (Fig. 2e,f). There were slight increases in expression levels of p53 and p21 with MCLI, generally reaching less than 2-fold, which contrasted with the dramatic increases seen with SALI of more than 4-fold and 15-fold, respectively (Fig. 2g).

**Fig. 2:**
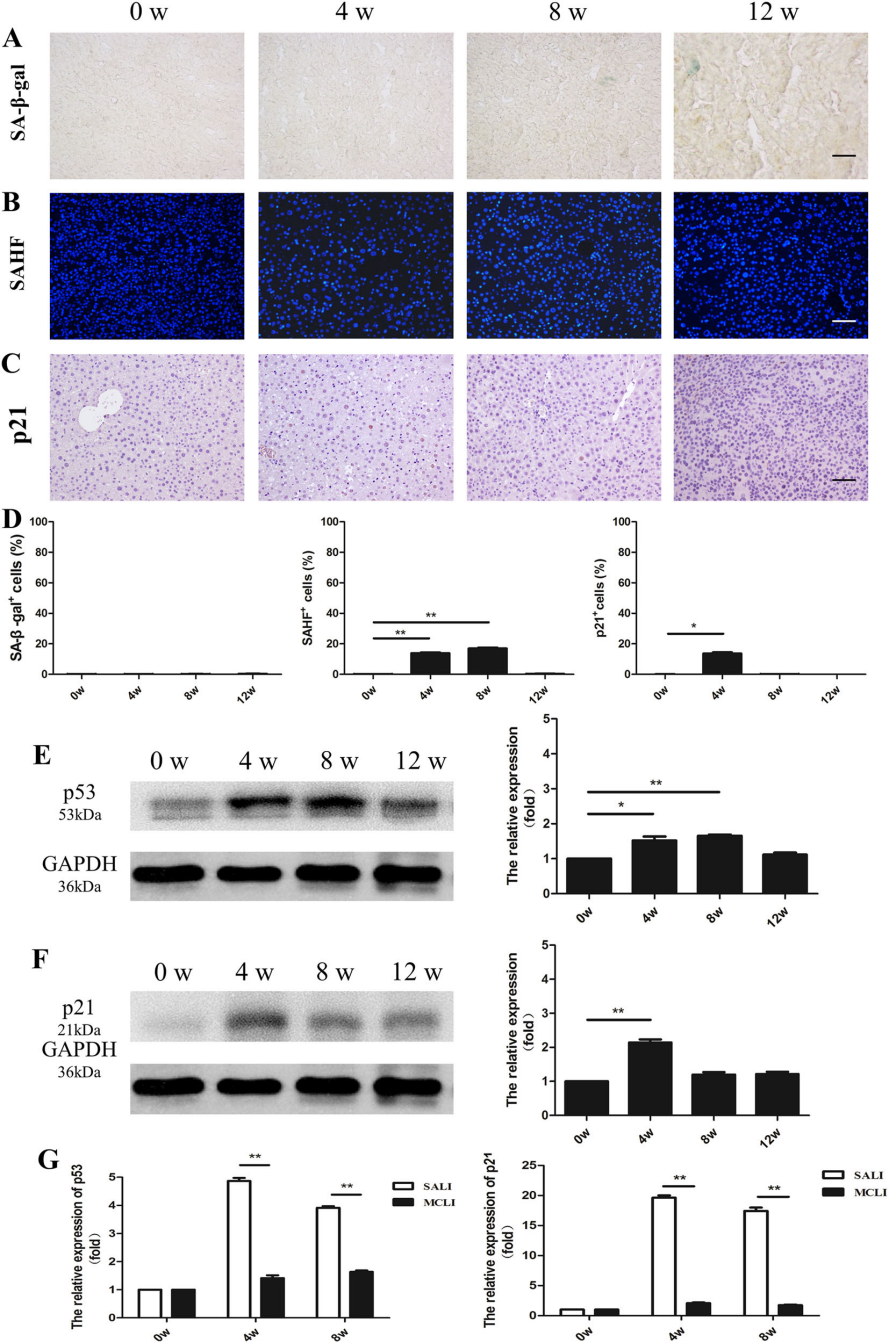
No significant induction of hepatocyte senescence with moderate chronic liver injury. **a** Detection of SA-β-gal activity in the livers of *Fah*^−/−^ mice after reduction of NTBC to 2.5% for 0, 4, 8, and 12 weeks. **b** Staining for SAHF at 0, 4, 8, and 12 weeks. **c** Immunohistochemistry staining for p21 at 0, 4, 8, and 12 weeks. **d** Graph of the number of cells with positive for SA-β-gal, SAHF, and p21. **e**, **f** p53 and p21 expression levels in liver tissue of *Fah*^−/−^ mice in chronic liver injury at 0, 4, 8, and 12 weeks. Quantitation of protein levels was on the right panel. **g** Expression levels of p53 and p21 in livers of *Fah*^−/−^ mice under SALI or MCLI at 0, 4, and 8 weeks. Shows are mean ± S.D. **p *<* 0.01. *p *<* 0.05. Scale bar, 100 µm

In summary, there was little, if any, induction of hepatocyte senescence with MCLI for the 12 week duration of the study.

### Carcinogenesis is strongly induced by MCLI but not by SALI

Previous studies indicated that carcinogenesis is induced with MCLI in *Fah*^−/−^ mice^27,29^. Also, *Fah*^−/−^ mice are known to all die after removal of NTBC for more than 6–8 weeks^24^, indicating that with SALI the animals may die before carcinogenesis is possibly induced. To determine whether carcinogenesis could be induced with longer exposure to SALI, we cycled the NTBC-off periods, so that the mice could survive SALI treatments. Thus, the total time-length of SALI treatment-time was summed up to be equivalent to total time-length of MCLI treatments. Results of both weight curves of *Fah*^−/−^ mice during MCLI or prolonged SALI are summarized in Supplementary Figure 3.

The results indicated that no tumor formed after 12 weeks of total SALI treatment-time (Fig. 3a,c; *n* = 18). At 26 weeks of total SALI treatment-time, tumors were found in 9 of 25 mice (Fig. 3a,c; *n* = 25). Each of the 9 mice with tumors had 10 to 20 individual tumor lesions in their livers, ranging in size between 2 to 8 mm in diameter (Fig. 3d,e). On H&E the tumors were found to be HCC (Fig. 3a).

**Fig. 3:**
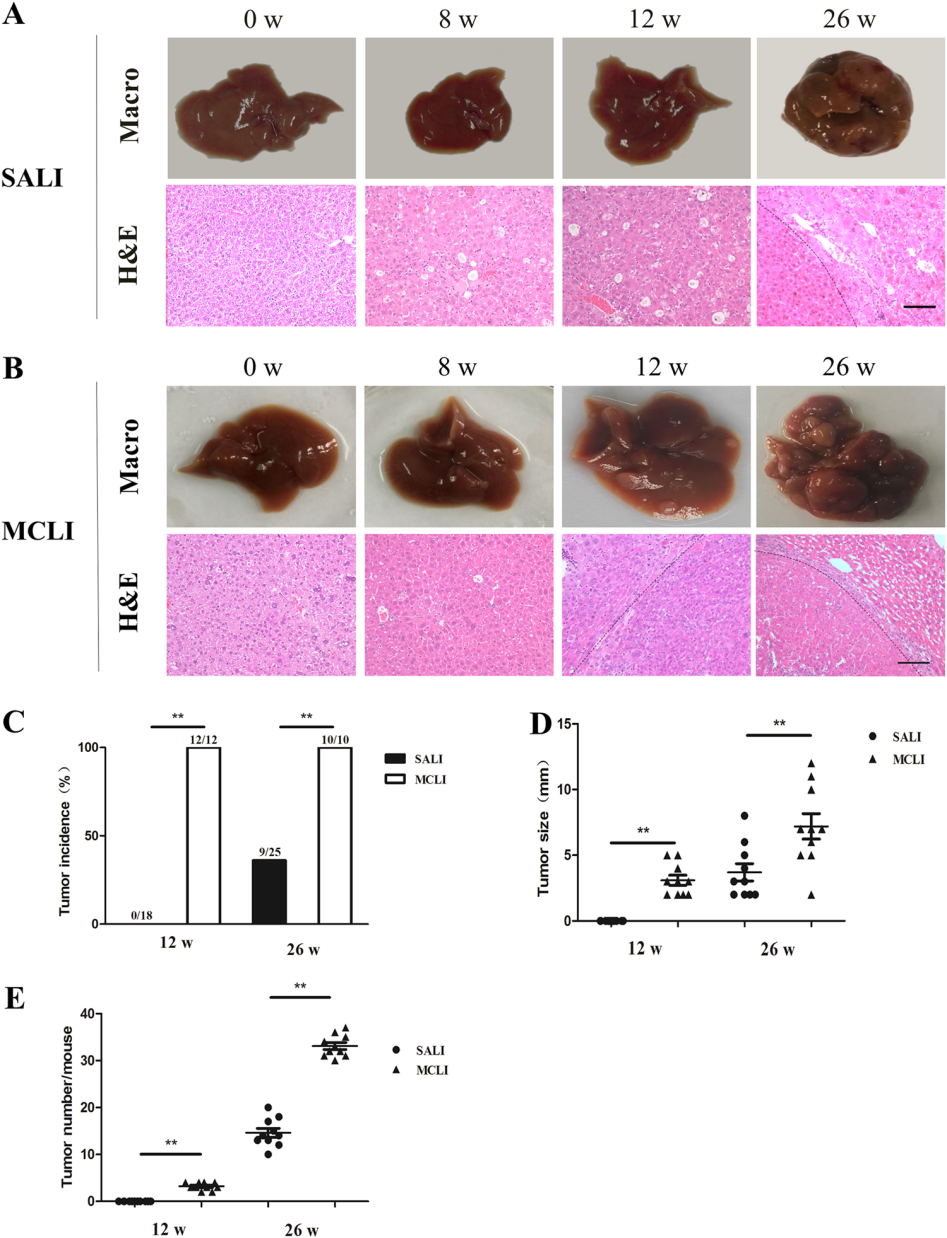
Incidence of carcinogenesis with severe acute and moderate chronic liver injury. **a**, **b** Representative images of livers at 0, 8, 12, and 26 weeks. H&E staining of liver tissues under severe acute or moderate chronic liver injury. **c** Graphs representing tumor incidence at different time points. Interestingly, the incidence of tumor in group SALI was significantly lower than that in group MCLI at 12 and 26 weeks. **d**, **e** Scatter plots displaying the size of tumors (**d**) and tumor numbers (**e**) in the livers at the indicated time points. **p *<* 0.01. Scale bar, 100 µm

In contrast to SALI, all of the mice undergoing MCLI developed 2 or 3 tumor lesions after 12 weeks, ranging in size from 2 to 5 mm in diameter (Fig. 3b–e; *n* = 12). At 26 weeks MCLI, the numbers of tumor lesions reached to more than 30 per liver of all mice (Fig. 3e). The size of tumor lesions averaged 2 to 12 mm in diameter (Fig. 3d). The tumors were found to be HCC on analysis of H&E sections (Fig. 3b).

In summary, carcinogenesis was strongly induced by MCLI, and was induced with SALI at a reduced rate only with multiple cycles of injury.

### Reduction in carcinogenesis by induction of hepatocyte senescence

Based on the above results, we hypothesized that induction of hepatocyte senescence could reduce the incidence of HCCs in mice undergoing MCLI. As shown above, all mice undergoing MCLI developed HCC by 12 weeks of treatment. Thus, we began 4 weeks of SALI treatment in mice after 8 weeks of MCLI treatment (C 8w + A 4w group), and compared these mice to 12 weeks of continuous MCLI (C 12w group) (Fig. 4a). At 8 weeks, the livers demonstrated moderate, chronic injuries with MCLI treatment (Fig. S1A). We found a marked reduction in tumor incidence from 100% in the C 12w group to less than 15% in the C 8w + A 4w group (**p *<* 0.01, Fig. 4b). Similarly, the number of tumor lesions per mouse was also remarkably reduced in C 8w + A 4w group as compared with C 12w group (Fig. 4b).

**Fig. 4:**
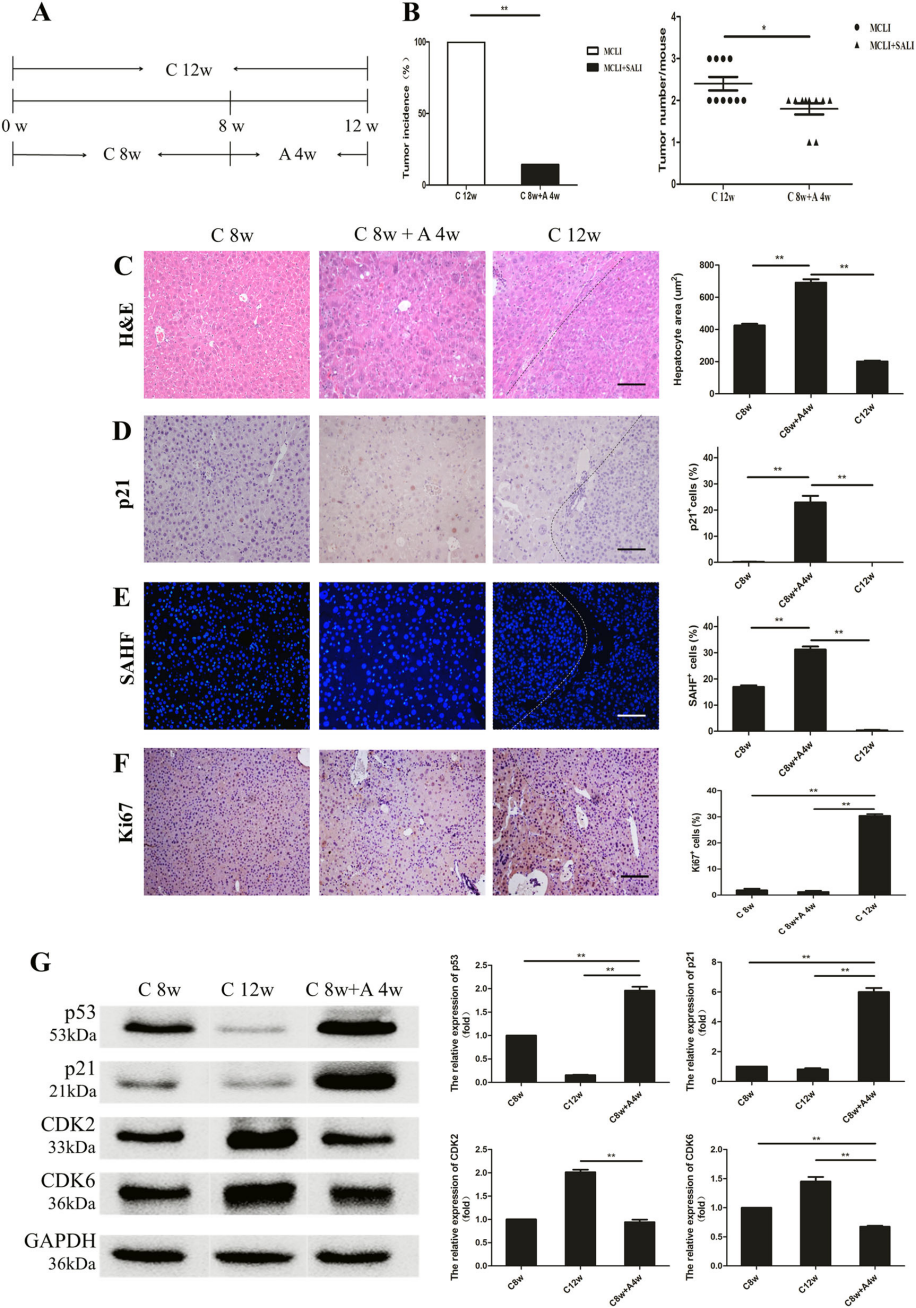
Induction of hepatocytes senescence reduces the occurrence of HCC. **a** Moderate chronic liver injury for 12 weeks (C 12w): *Fah*^−/−^ mice were given 2.5% NTBC for 12 weeks. Moderate chronic liver injury for 8 weeks, followed by severe acute liver injury for 4 weeks (C 8w + A 4w): *Fah*^−/−^ mice were given 2.5% NTBC for 8 weeks, and then treated with SALI for 4 weeks. Livers were collected at 12 weeks. **b** Graphs representing tumor incidence and tumor numbers in C 12w group and C 8w + A 4w group. The incidence of tumor in group C 8w + A 4w was significantly lower than that in group C 12w at 12 weeks. **c**–**e** Indicators of hepatocytes senescence were detected in livers of *Fah*^−/−^ mice after induction of SALI. Hepatocytes size was detected by H&E staining (**c**). p21 (**d**), SAHF (**e**), and Ki67 (**f**) staining were detected by immunohistochemistry. The bar graph on the right is a statistical chart of the corresponding positive cells. **g** Proteins of p53-p21 signaling pathway were analyzed by Western blot. The bar chart of quantitative analysis is on the right. Shows are mean ± S.D. **p *<* 0.01. *p *<* 0.05. Scale bar, 100 µm

We detected the change of hepatocytes in the livers with severe, acute injury in C 8w + A 4w mice. Hepatocyte size was significantly increased in the C 8w + A 4w group when compared to either the C 12w group or C 8w group with MCLI treatment (**p *<* 0.01, Fig. 4c). The number of p21-positive hepatocytes in C 8w + A 4w group was significantly higher than that in both C 12w group and C 8w group (**p *<* 0.01, Fig. 4d). In addition, the number of SAHF-positive hepatocytes was higher in the C 8w + A 4w group than that in both C 8w group and C 12w group (**p *<* 0.01, Fig. 4e). Consistently, the number of Ki67-positive hepatocytes decreased in the C 8w + A 4w group than that in C 12w group (**p *<* 0.01, Fig. 4f). Western blotting confirmed that p53 and p21 expression levels were increased more than 12-fold and 7-fold, respectively, in the C 8w + A 4w group as compared to the C 12w group (Fig. 4g). On the other hand, the expression levels of the cell cycle proteins CDK2 and CDK6 decreased during the same processes (Fig. 4g). Therefore, hepatocyte senescence was strongly induced by SALI after 8 weeks of MCLI.

In summary, the carcinogenesis was significantly reduced by inducing hepatocyte senescence after MCLI. Without the induction of senescence, all of these MCLI pre-treated livers developed HCCs.

### Extensive shift in transcriptome profiles after induction of hepatocyte senescence

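RNA from 8 Fah−/− mice was sequenced, 3 from the C 8w group, 3 from the C 8w + A 4w group and 2 from the C 12w group. Fah−/− mice lack the last enzyme of tyrosine breakdown and are kept healthy by NTBC, a drug that blocks an earlier step of it. C 8w mice had 8 weeks of MCLI on 2.5% NTBC, C 12w mice had 12 weeks of it, and C 8w + A 4w mice had 8 weeks of MCLI followed by 4 weeks of SALI. The sample labels give liver as the tissue of C 8w and C 8w + A 4w and tumor as the tissue of C 12w. They also number the samples of C 8w and C 12w in one series of codes and those of C 8w + A 4w in another, so this series and the group cannot be told apart. The authors deposited FPKM values (fragments per kilobase of gene, scaled to the mapped fragments of the sample) for 22504 Ensembl mouse gene identifiers in each sample, of which 22314 were paired with a symbol. The paper's text names the sequencing company but no aligner, quantifier, genome build or annotation. FPKM does not keep the number of reads, so the depth of each sample is unknown. The FPKM values of all genes summed to between 353062 and 378915 per sample in C 8w, 381348 and 399342 in C 8w + A 4w, and 324735 and 364013 in C 12w. Between 9797 and 10658 genes per sample had an FPKM of at least 1, and the 10 most abundant genes took between 16.4% and 21.6% of the summed FPKM.

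Expression was compared as log2(FPKM + 1) with limma, in one fit of the 3 groups to all 8 samples, over genes with an FPKM of at least 1 in at least 4 samples. Genes with a Benjamini-Hochberg adjusted p under 0.05 are called differentially expressed. Fold changes on the log2(FPKM + 1) scale understate the change of low genes. Changes between groups were compared with the spread between mice, which rests on 3 mice per group and on 2 in C 12w. Several genes that every cell uses were listed at or near 0 in all 5 samples of C 8w and C 12w, so a value of 0 is reported here only as listed. The FPKM of Gapdh was between 0.0980 and 0.247 in those 5 samples and between 68.2 and 99.9 in C 8w + A 4w, and that of Ppia was between 0.408 and 0.533 against 761 and 848. Alb, the albumin gene, and mt-Co1 of the mitochondrial genome were listed at 0 in those 5 samples and at 12946 and 16949.8 (lowest and highest sample of Alb) and 11427 and 13819.9 (of mt-Co1) in C 8w + A 4w. Some near-identical copies ran the other way. Rps26-ps1, a copy of the ribosomal protein gene Rps26, had an FPKM between 282 and 345 in C 8w and C 12w and between 2.69 and 4.11 in C 8w + A 4w. Rps26 itself was between 23.4 and 31.2 in C 8w and C 12w and between 472 and 558 in C 8w + A 4w. Genes were therefore also sorted by shared sequence, the percentage of a gene's 50-base windows that occur in another annotated gene.

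**Figure D1:**
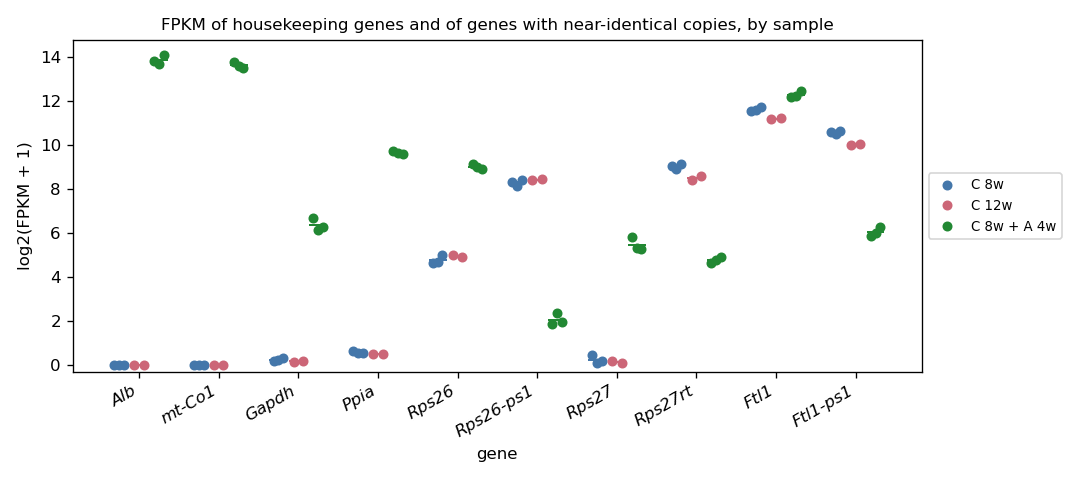
log2(FPKM + 1) of 10 genes in each of the 8 samples. Each point is a sample, each short line the mean of its group. Rps26-ps1, Rps27rt and Ftl1-ps1 are lower in C 8w + A 4w than in the other groups, while Rps26, Rps27 and Ftl1, whose copies they are, are higher.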

Next, we analyzed the relationships among individual animals from three experimental groups (C 8w, C 8w + A 4w and C 12w) based on their global gene expression patterns. 9980 genes were filtered by using gene and sample requirement-filter function. 

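The paper removed genes by a number of reads, which FPKM values do not hold, so a floor on FPKM stood in for it with the same number of samples. An FPKM of at least 1 in at least 4 of the 8 samples was met by 10244 of the 22504 genes listed, and the paper's reported number is 9980. The floor decided this number. With a floor of 0.1 in at least 4 samples 13473 genes were kept, a floor of 0.5 kept 11422 and a floor of 10 kept 3902, while a floor of 1 in at least 2 samples kept 11007. Of the 10244 genes, 10229 had a transcript sequence in the reference annotation, and 3911 of these had more than 2% of their 50-base windows in another gene.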

Principal component analysis (PCA) was then used to visualize the relationships among individual samples from these three groups (Fig. 5a). 

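Over the 10244 genes, centred and without scaling, the first 3 principal components carried 61.2%, 21.6% and 8.19% of the variance. On the first component the 3 samples of C 8w + A 4w had scores between 45.8 and 55.9, and the 5 other samples between -37.2 and -23.7. On the second component both C 12w samples, at 20.7 and 49.7, lay above the 3 C 8w samples, whose scores were between -22.3 and -19.2. The third component parted the C 12w samples, at -33.5 and 19.5.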

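Distances between samples were measured on the first 3 principal components, as Euclidean distances between the samples' scores. The mean distance between a C 8w + A 4w sample and a C 8w sample was 85.2 (9 pairs, between 77.6 and 95.1), and that between a C 8w + A 4w and a C 12w sample was 89.5 (6 pairs, between 83.0 and 98.4). The mean distance between C 8w and C 12w samples was 65.1 (6 pairs, between 56.3 and 75.0). The mean distance from C 8w + A 4w to the other samples was 1.83 times the mean distance among the other 5 samples, the highest ratio of the 56 ways to choose 3 of the 8 samples (exact permutation test, one-sided, p = 0.0179, the smallest p that 56 choices allow). Leaving out C 12w sample 3e moved the ratio most, to 2.68 (exact permutation test, one-sided, p = 0.0286), and its lowest value came from scaling each gene to the same variance, with a ratio of 1.34 (exact permutation test, one-sided, p = 0.107). Over the 6318 genes with at most 2% shared sequence, a restriction chosen after seeing the data, the ratio was 1.49 (exact permutation test, one-sided, p = 0.0179). The C 8w + A 4w samples are also the only ones of their code series, so C 8w + A 4w could not be compared with another group within a series.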

In the PCA plot, the expression profile of individual samples in C 8w + A 4w group was dramatically separated from the other two groups. Interestingly, individual samples in either C 8w + A 4w group or C 8w group were close to other samples in the same group. 

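On the first 3 principal components, the 3 C 8w samples lay between 6.82 and 8.95 from each other and the 3 C 8w + A 4w samples between 5.00 and 11.9. Every one of these 6 distances was smaller than the shortest distance between samples of different groups, 56.3. Over all genes listed, Spearman's rho across genes was between 0.982 and 0.984 within C 8w and between 0.975 and 0.979 within C 8w + A 4w. Among the 10244 genes kept, 86 had a range of at least 1 on the log2 scale over the C 8w samples and 399 over the C 8w + A 4w samples.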

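The 2 C 12w samples lay 60.5 apart on the first 3 principal components, 7.05 times the mean of the 6 distances within the C 8w and C 8w + A 4w groups. A single pair allows no test of this ratio. Its size depended on the components used, and over all components it was 2.01. Spearman's rho between the 2 samples across all genes listed was 0.97. Of the 10244 genes kept, 700 (6.83%) differed between the 2 samples by at least 1 on the log2 scale. Tff3 had an FPKM of 227 in C 12w sample 2e and 11.7 in sample 3e, and Igf2, of whose sequence 62.1% is shared with another annotated gene, had 656 and 29.9. The reverse held for Spp1, with 22.2 in 2e and 311 in 3e, and for Sox9, with 3.61 and 19.9. In the C 8w samples the FPKM of Tff3 was between 0.999 and 2.37 and that of Sox9 between 0.540 and 0.959.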

On the other hand, individual samples in C 12w group were significantly different for each other. This might be due to the heterogeneity of hepatocellular carcinoma. The results were consistent with previous research that substantial variability was observed among the 373 HCC tumor samples, indicating the presence of tumor heterogeneity^38^.

**Fig. 5:**
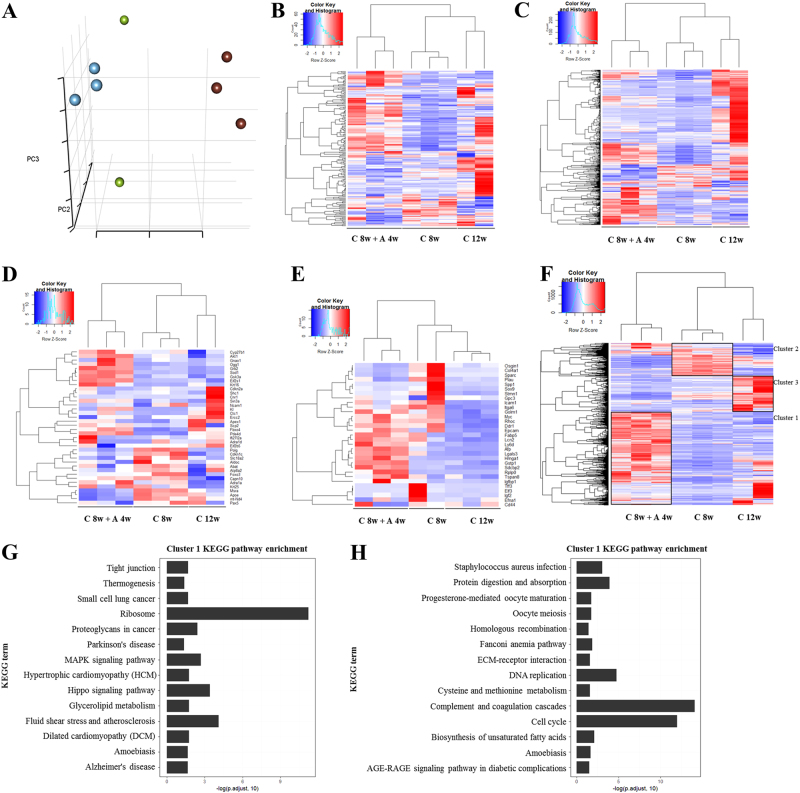
Analysis of gene expression profiles after induction of hepatocyte senescence. **a** Representative results of 3D-PCA for all individual tissue samples from three experimental groups (C 8w, C 8w + A 4w, C 12w). Tissue clusters were differentially colored as each distinct treatment. **b–e** Heatmaps of expression level for genes associated with the Gene Ontology “regulation of cell proliferation”, “cell cycle”, “aging” and “hepatocellular carcinoma”. Analysis of heatmap was obtained after filtering for genes expressed over 10 counts per gene in at least 4 individual samples. Expression values were scaled by using scale function in R. **f** A heatmap built with differentially expressing genes between groups, frames were used to label the three cluster genes. **g**, **h** KEGG enrichment analyses of Cluster 1 and Cluster 3 genes. The abscissa is log10 of adjusted *p*-values

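The 33 gene symbols legible beside the aging heatmap (Fig. 5d) and the 31 beside the hepatocellular carcinoma heatmap (Fig. 5e) were used, together with a list of 97 genes of S and G2/M phase in place of the cell cycle term, whose gene list was not used here. Of the aging genes 23 were kept, and 10 of these were differentially expressed between C 8w + A 4w and C 8w, 5 higher and 5 lower in C 8w + A 4w (10 with p adjusted over these genes alone). Sod1, with 3.42% of its windows in another gene, rose most, from an FPKM of 534 ± 53.3 (SD, n = 3) to 1700.0 ± 105 (SD, n = 3), a log2 fold change of 1.67 (standard error 0.17, adjusted p = 0.000193) in limma. Of the 28 carcinoma genes kept, 16 were differentially expressed and higher in C 8w + A 4w than in C 8w and 0 were lower (18 differed with p adjusted over these genes alone), and 15 were higher in C 12w than in C 8w and 0 lower (19 differed). Afp, which encodes alpha-fetoprotein, had an FPKM of 24.1 ± 11.8 (SD, n = 3) in C 8w, 1319 ± 196 (SD, n = 3) in C 8w + A 4w and 284 ± 151 (SD, n = 2) in C 12w. Its log2 fold change between C 8w + A 4w and C 8w was 5.81 (standard error 0.37, adjusted p = 1.00e-05) in limma.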

We also built up heatmaps for genes annotated different Gene Ontology terms about aging, cell proliferation or cell cycle, or for genes known as hepatocellular carcinoma markers using R package gplots. Similarly, all these heatmaps showed that the gene expression profiles in C 8w + A 4w group were separated with which in C 8w and C 12w, and the profilers in C 8w and C 12w were clustered to each other (Fig. 5b-e). These results showed that the transcriptome profiles were globally shifted to another direction by induction of hepatocyte senescence after MCLI.

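Separation was measured on row z-scores of log2(FPKM + 1), as the mean distance from C 8w + A 4w to the other samples over the mean distance among the other 5 samples, with a one-sided exact permutation test over the 56 choices of 3 samples. For the 33 aging genes the ratio was 1.15 (exact permutation p = 0.161) and for the 31 carcinoma genes 1.203 (exact permutation p = 0.179). For the 96 cell cycle genes with a value above 0 it was 0.918 (exact permutation p = 0.482) and for all 10244 genes kept 1.27 (exact permutation p = 0.0536). Without z-scores, the ratio of the aging genes was 1.48 (exact permutation p = 0.0179). With complete linkage, the first split of the aging genes put C 12w sample 3e with the 3 C 8w + A 4w samples and sample 2e with the 3 C 8w samples. The first split of the carcinoma genes parted C 12w sample 3e from the other 7 samples, and that of the cell cycle genes parted both C 12w samples from the other 6. On the cell cycle genes, C 8w + A 4w was at a mean distance of 8.82 from C 8w and 18.7 from C 12w, while C 12w was at 19.1 from C 8w.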

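Between C 8w + A 4w and C 8w, 4034 of 10244 genes were differentially expressed in limma, 2591 higher and 1443 lower in C 8w + A 4w. Between C 8w + A 4w and C 12w there were 3356, 1781 higher and 1575 lower in C 8w + A 4w, and between C 12w and C 8w there were 1962, 1247 higher and 715 lower in C 12w. The fit assumes the same spread in all groups, while the C 12w samples differed more from each other than the others did. With only the 2 groups compared in the fit, the counts in the same order were 5186, 1996 and 1433. A fit of the 4 samples numbered 2 and 3 in both C 8w and C 12w, with that number as a replicate block, called 252 genes between C 12w and C 8w. Same-numbered samples did not deviate together (correlation across 10244 genes of the difference between numbers 2 and 3, C 12w against C 8w, -0.189, genes not being independent replicates), and with the numbers crossed, a pairing chosen after seeing the data, the block called 16. The median difference over all genes was 0.026 between 2e and 2a and 0.14 between 3e and 3a. The median log2 fold change of all genes was 0.12 between C 8w + A 4w and C 8w, and median-ratio scaling of the samples moved it to -0.012 and the share of higher genes from 64.2% to 46.7%. An adjusted p under 0.05 together with a log2 fold change of at least 1 in size was met by 1128, 1177 and 533 genes in the 3 comparisons. Of the 97 genes that rose by at least 3 on the log2 scale between C 8w and C 8w + A 4w, 80 were not among the genes with at most 2% shared sequence, and of the 39 that fell by at least 3, 24 were not. The 5 largest rises among genes whose groups did not overlap were those of mt-Atp8, Atp5l, Tpt1, Rpl36 and Rpl10. Atp5l, Rpl36 and Rpl10 were below 1% of their lowest C 8w + A 4w value in every other library. For such genes a quantification that differed between the code series is a candidate explanation. mt-Atp8 was listed at 0 in all 3 C 8w samples and between 586 and 862 in C 8w + A 4w, a log2 fold change of 9.41 (standard error 0.87, adjusted p = 9.81e-05) in limma with no shared window. In C 8w, mt-Cytb and mt-Nd1 of the same genome had a mean FPKM of 7327 and 7865. The zeros of mt-Atp8 were therefore not taken as levels of expression. The log2 fold change of Atp5l was 7.52 (standard error 0.24, adjusted p = 1.14e-07) in limma, and 9.99% of its windows occur in another gene. Tpt1 and Rpl10 rose by 7.44 and 7.31 with 18.7% and 33.5% of their windows shared, and Rpl36 by 7.41 with 81.1%. Among the largest falls were those of Rps26-ps1, Cyp17a1, Gm10263 and Ftl1-ps1. Cyp17a1, with no shared window, went from an FPKM of 89.2 ± 33.9 (SD, n = 3) in C 8w to 0.659 ± 0.326 (SD, n = 3) in C 8w + A 4w, a log2 fold change of -5.71 (standard error 0.48, adjusted p = 5.74e-05) in limma. The log2 fold changes of Rps26-ps1, Gm10263 and Ftl1-ps1 were -6.23, -4.66 and -4.52, and 82.5%, 68.5% and 70.5% of their windows were shared. From the PCA plot and the heatmaps, the paper concludes that induction of hepatocyte senescence after MCLI shifted the transcriptome globally in another direction.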

In order to realize the details of transcriptome profiles, all differentially expressed genes were further clustered, and total of 3 clusters were identified. 

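The paper does not name the test behind its differentially expressed genes. A moderated F test in limma over the 3 groups called 5090 genes at an adjusted p under 0.05. The group mean was highest in C 8w + A 4w for 2364 of them (46.4%), in C 12w for 1672 (32.8%) and in C 8w for 1054 (20.7%). Complete linkage of their row z-scores, divided into 3 clusters, gave clusters of 3061, 1485 and 544 genes. The division depended on the method, and k-means with 3 centres gave clusters of 1918, 1726 and 1446 genes. Among genes whose groups did not overlap, the 5 largest rises between C 12w and C 8w were those of Tff3, Mup20, Sprr1a, Bex1 and Mup3, with log2 fold changes from 3.54 to 4.49. Tff3 and Sprr1a have no shared window, and the other genes have from 13.3% to 50.5%. Leaving out 1 sample moved Tff3 to between 2.41 and 6.57 and Mup20 to between 2.53 and 5.23. Sprr1a moved to between 2.34 and 4.94. Without a filter, Tff3, Mup20, Sprr1a and Bex1 were no longer past the threshold (adjusted p from 0.0599 to 0.107 in limma). Mup3 still was (adjusted p = 0.0134 in limma). Among the largest falls were those of Sult2a1, Sult2a3, Cyp3a16 and Sult2a6, from -5.07 to -3.83, with from 6.63% to 33.2% of their windows shared. The sex of these mice is not stated, and sex was not tested as an explanation of these rises and falls. Between C 8w + A 4w and C 12w, Rpl36, Rpl10, Atp5l, mt-Atp8 and Fau rose most, from 6.66 to 7.77. The value of mt-Atp8 was 7.25, and it was listed at 0 in C 12w sample 2e and at 19.0 in 3e. A quantification that differed between the code series remains a candidate explanation of such rises. Rps26-ps1, Serpina1c, Gm9830, Scd1 and C8a fell most, with log2 fold changes from -6.35 to -4.91, and all but C8a have more than 2% of their windows in another gene. Leaving out 1 sample moved Scd1 most among these, to between -6.83 and -3.16.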

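The cluster of 3061 genes had a mean z-score of 0.81 in C 8w + A 4w, -0.11 in C 12w and -0.74 in C 8w, and 76.5% of its genes had their highest group mean in C 8w + A 4w. That of 1485 genes had a mean z-score of 0.86 in C 12w, 0.39 in C 8w and -0.96 in C 8w + A 4w, with 65.2% of its genes highest in C 12w. That of 544 genes had 0.93 in C 8w, -0.25 in C 8w + A 4w and -1.02 in C 12w, and 522 of its genes were highest in C 8w. With average linkage, 2 of the 3 clusters, of 2632 and 695 genes, had their highest mean z-score in C 8w + A 4w and none had it in C 8w. The genes were chosen for differing between the groups, so some grouping of the samples in such clusters follows from that choice.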

Each of those clusters mainly expressed in one specific group, respectively (Fig. 5f). 

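The KEGG gene lists were not used here, and lists written before the data were examined stood in for them. Each list was tested with limma's camera, with an inter-gene correlation of 0.01 and Benjamini-Hochberg adjustment over 45 tests, and its over-representation among the genes highest in one group with a one-sided Fisher exact test, adjusted over 45 tests. Genes are not independent replicates in either test. Of 76 Hippo signaling genes tested, 53 were higher in C 8w + A 4w than in C 8w, with a mean log2 fold change of 0.42 (adjusted p = 0.0799, camera in limma). Of these genes 22 (28.9%) were differentially expressed and highest in C 8w + A 4w, against 23.1% of all genes tested (odds ratio 1.36, adjusted p = 0.485, Fisher exact test). Of the 39 Hippo genes past the F test, 31 fell in the complete-linkage cluster that peaked in C 8w + A 4w, which held 60.1% of all genes past it. Against all genes tested, a comparison chosen after seeing the data, the odds ratio for that cluster was 1.62 (adjusted p = 0.123, one-sided Fisher exact test). It was 2.00 with average linkage (adjusted p = 0.0207, one-sided Fisher exact test). With k-means it was 0.980, and 21 of the genes fell in the cluster that peaked in C 12w (odds ratio 2.34, adjusted p = 0.00838, one-sided Fisher exact test). Between C 12w and C 8w the mean log2 fold change of the Hippo list was 0.36 (adjusted p = 0.0114, camera in limma). By the labels, comparisons with C 12w also compare tumor with liver. Of 46 cell cycle genes tested, 40 were higher in C 12w than in C 8w, with a mean log2 fold change of 0.84 (adjusted p = 4.31e-09, camera in limma). The mean log2 fold change of these genes between C 8w + A 4w and C 12w was -0.51 (adjusted p = 0.000696, camera in limma), and 33 of them were lower in C 8w + A 4w. The difference was larger than the spread of the list's mean between replicates, 0.10 (pooled SD). 23 of the 46 genes (50%) were differentially expressed and highest in C 12w, against 16.3% of all genes tested (odds ratio 5.18, adjusted p = 1.36e-06, Fisher exact test). Of the list's 31 genes past the F test, 14 fell in the complete-linkage cluster that peaked in C 12w. The cluster that peaked in C 8w + A 4w held 17. For the C 12w cluster the odds ratio against all genes tested was 2.60 (adjusted p = 0.0279, one-sided Fisher exact test). It was 2.11 with average linkage (adjusted p = 0.109) and 4.73 with k-means (adjusted p = 1.39e-05) in the same test. These tests of clusters were chosen after seeing the data. With the replicate number as a block in the 4 samples numbered 2 and 3, the mean log2 fold change between C 12w and C 8w was 0.80 (adjusted p = 5.16e-10, camera in limma). The correlation of same-numbered samples was -0.189, and the list's mean differed by 0.68 between 2e and 2a and by 0.92 between 3e and 3a. With the numbers crossed, a pairing chosen after seeing the data, the adjusted p was 4.35e-08 (camera in limma). The alternative that moved the result most was a floor of FPKM 10 in at least 4 samples, which left a mean of 0.084 (adjusted p = 0.64, camera in limma). That floor drops genes that reach 10 only in the 2 C 12w samples, so it cannot test a rise confined to C 12w. With a floor of 1 in at least 2 samples the mean was 1.11 (adjusted p = 3.38e-21, camera in limma). Between C 8w + A 4w and C 12w the list was then at -0.92 (adjusted p = 2.4e-13, camera in limma). In that comparison the direction of the cell cycle list reversed with the floor of 10, to 0.50. It also reversed with the Reactome cell cycle set of 350 tested genes, chosen after seeing the data, to 0.075. With the inter-gene correlation estimated from the data in place of 0.01, the adjusted p of the cell cycle list rose to 0.419 for C 12w against C 8w (camera in limma). The longest bars of Fig. 5g and Fig. 5h are those of Ribosome and of Complement and coagulation cascades. All 53 ribosomal protein genes tested were higher in C 8w + A 4w than in C 8w, with a mean log2 fold change of 3.52 (adjusted p = 6.79e-32, camera in limma), and 52 of them had more than 2% of their windows in another gene. The 58 complement and coagulation genes tested had a mean log2 fold change of 0.57 between C 12w and C 8w (adjusted p = 0.0435, camera in limma). With the estimated correlation, neither result was past the threshold. The mean of the complement and coagulation list between C 8w + A 4w and C 12w was -1.15 (adjusted p = 6.29e-08, camera in limma). 32 of its genes were differentially expressed and highest in C 12w (odds ratio 6.41, adjusted p = 2.05e-10, Fisher exact test), and 48 of the ribosomal protein genes were so in C 8w + A 4w (odds ratio 32.6, adjusted p = 6.86e-24, Fisher exact test). In tests of clusters chosen after seeing the data, 37 complement and coagulation genes fell in the complete-linkage cluster that peaked in C 12w. The odds ratio was 10.6 (adjusted p = 2.09e-16, one-sided Fisher exact test). With average linkage 37 also fell in the C 12w cluster (odds ratio 8.63, adjusted p = 6.66e-14, one-sided Fisher exact test). With k-means, 37 complement and coagulation genes fell in the cluster that peaked in C 8w.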

After KEGG enrichment analysis, we found that Hippo signaling pathway relative genes were enriched in cluster 1 genes (mainly expressed in C 8w + C 4w group) and Cell Cycle related genes were enriched in cluster 3 genes (mainly expressed in C 12w group) (Fig. 5g,h). Recently, activations of Hippo signaling pathway genes were found to involve into M1-like macrophage recruitment for inhibitions on hepatocellular carcinoma metastasis^39^. To investigate whether macrophage relative genes were also regulated in cluster 1 genes significantly, GO term enrichment analysis was applied in our samples. Results indicated that genes related to macrophage activations were significantly enriched in cluster 1 (*p* *<* 0.05; Supplementary Table 2).

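The genes of the paper's macrophage terms were not used here, and a list of 50 genes of macrophage activation stood in for them, 25 of which were kept. 15 of the 25 were higher in C 8w + A 4w than in C 8w and 10 lower, with a mean log2 fold change of 0.28 (adjusted p = 0.614, camera in limma). Differential expression was called for 10 of them, 7 higher and 3 lower (10 with p adjusted over the list alone), with log2 fold changes from -1.32 to 2.74 over the whole list. In C 8w + A 4w 7 of the 25 genes (28%) were differentially expressed and highest, against 23.1% of all genes tested (odds ratio 1.30, adjusted p = 0.992, Fisher exact test). Of the 14 genes of the list past the F test, 10 fell in the cluster that peaked in C 8w + A 4w and 4 in the cluster that peaked in C 12w.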

Together, results of transcriptome profiles proved that different degrees of liver injuries induced the hepatocytes to differently enter into either senescence or continuous cell proliferations under particular degrees of liver injuries. 

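Cdkn1a, which encodes p21 and has 8.49% of its windows in another gene, had an FPKM of 96.2 ± 11.4 (SD, n = 3) in C 8w + A 4w, 50.9 ± 14.4 (SD, n = 3) in C 8w and 42.3 ± 1.27 (SD, n = 2) in C 12w. Its log2 fold change was 0.94 (standard error 0.19, adjusted p = 0.00599) against C 8w and 1.16 (standard error 0.21, adjusted p = 0.0046) against C 12w, both from limma. Trp53, with 3.95% of its windows in another gene, changed by 0.34 (standard error 0.10, adjusted p = 0.0271) and 0.51 (standard error 0.11, adjusted p = 0.00921) in the same comparisons in limma. Its call against C 8w was lost with each of the 3 scalings tried and in 4 of the 8 fits that left out a sample, and with median-ratio scaling the log2 fold change was 0.18 (adjusted p = 0.15 in limma). With totals rescaled to be equal, the call against C 12w was lost as well, at 0.35 (adjusted p = 0.0993 in limma). In a list of 27 p53 and senescence genes, 24 were higher in C 8w + A 4w than in C 12w, with a mean log2 fold change of 0.58 (adjusted p = 0.00216, camera in limma). Against C 8w the mean was 0.41 (adjusted p = 0.259, camera in limma). The list was not rerun with an estimated inter-gene correlation, other scalings or single samples left out. 16 of the 27 genes were differentially expressed and highest in C 8w + A 4w (odds ratio 4.87, adjusted p = 0.000509, Fisher exact test). Mki67, which encodes the proliferation marker Ki67, had an FPKM of 4.34 and 6.24 in the 2 C 12w samples and between 0.0936 and 0.393 in the other 6, and was too low in those to be tested. By their labels, the C 12w samples are tumor and the others liver. Every difference from C 12w given here is therefore also one between tumor and liver. Cdk2 had a log2 fold change of -0.88 (standard error 0.17, adjusted p = 0.00624) between C 8w + A 4w and C 12w in limma. That of Cdk6, with 3.32% of its windows shared, was -0.14 (standard error 0.22, adjusted p = 0.656) and that of Cdk4, with 17.0% of its windows shared, 0.059 (standard error 0.14, adjusted p = 0.78) in limma, neither past the threshold. Cdk6 changed direction when C 12w sample 3e was left out, and Cdk4 with totals rescaled to be equal, with quantile normalization, and when C 12w sample 2e or C 8w + A 4w sample C096 was left out. Fah, the gene inactivated in these mice, had an FPKM of 16.3 ± 0.617 (SD, n = 3) in C 8w, 14.0 ± 0.632 (SD, n = 2) in C 12w and 5.83 ± 0.716 (SD, n = 3) in C 8w + A 4w. From the transcriptome, the paper concludes that different degrees of liver injury lead hepatocytes into either senescence or continuous proliferation.

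**Figure D2:**
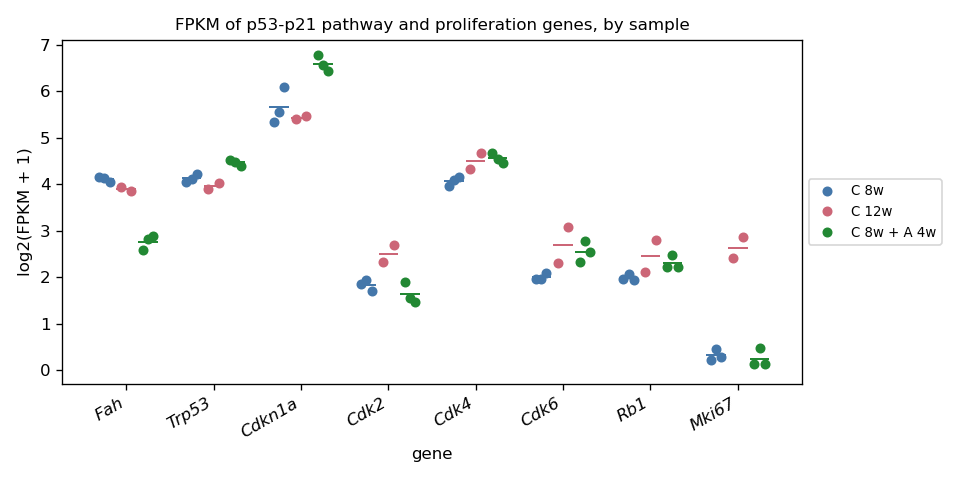
log2(FPKM + 1) of 8 genes in each of the 8 samples. Each point is a sample, each short line the mean of its group. Cdkn1a is highest in the 3 C 8w + A 4w samples and Mki67 in the 2 C 12w samples.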

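A list of 41 macrophage marker genes, 33 of which were kept, had a mean log2 fold change of 0.33 between C 8w + A 4w and C 8w (adjusted p = 0.934, camera in limma), less than the spread of the list's mean between replicates, 0.40 (pooled SD). 19 of its genes were higher in C 8w + A 4w and 14 lower. The mean log2(FPKM + 1) of the list was 3.18, 4.08 and 2.98 in the 3 C 8w + A 4w samples and 2.96, 3.20 and 3.07 in the 3 C 8w samples. Without the C 8w + A 4w sample C097, the mean log2 fold change was -0.020 (adjusted p = 0.0241, camera in limma, which sets the list against all other genes), past the threshold in the lower direction. Between C 8w + A 4w and C 12w it was 0.34 (adjusted p = 0.409, camera in limma).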

Importantly, a new hypothesis could be suggested, which is that macrophages could be activated after re-induction of senescence.

### Senescence inhibits carcinogenesis by activating immune surveillance

Recently, cell senescence induced-immune surveillance has been found to be a critical mechanism inhibiting carcinogenesis^10,40,41^. Here, we clarified whether this is the mechanism for inhibiting carcinogenesis in SALI. We investigated whether senescent hepatocytes could enhance the proliferation of immune cells, especially the activations and proliferations of macrophages, for removing the pre-malignant senescent cells^10^.

We performed T-bet staining, which revealed that the percentage of CD4^+^ Th1 cells of livers in C 8w + A 4w group was significant higher than that in C 8w group (8.41 ± 2.38% vs.1.50 ± 0.34%; Fig. 6a; **p *<* 0.01). Similarly the percentage of CD68 positive macrophages was also significantly higher in the C 8w + A 4w group than that in the C 8w group (14.26 ± 3.98% vs.1.64 ± 0.57%; Fig. 6b; **p *<* 0.01). CD57-positive NK cells were also found increased in the C 8w + A 4w group vs. the C 8w group (9.37 ± 4.85% vs. 3.36 ± 0.59%; Fig. 6c; **p *<* 0.01). Together, these results suggested that senescent hepatocytes could enhance the activation of immune cells. Meanwhile, we also found that the level of macrophages in C 8w + A 4w group were 8.69 times higher than that in C 8w group, while the level of CD4^+^ Th1 cells and NK cells were 5.61 times and 2.79 times higher in C 8w + A 4w group than C 8w group.

**Fig. 6:**
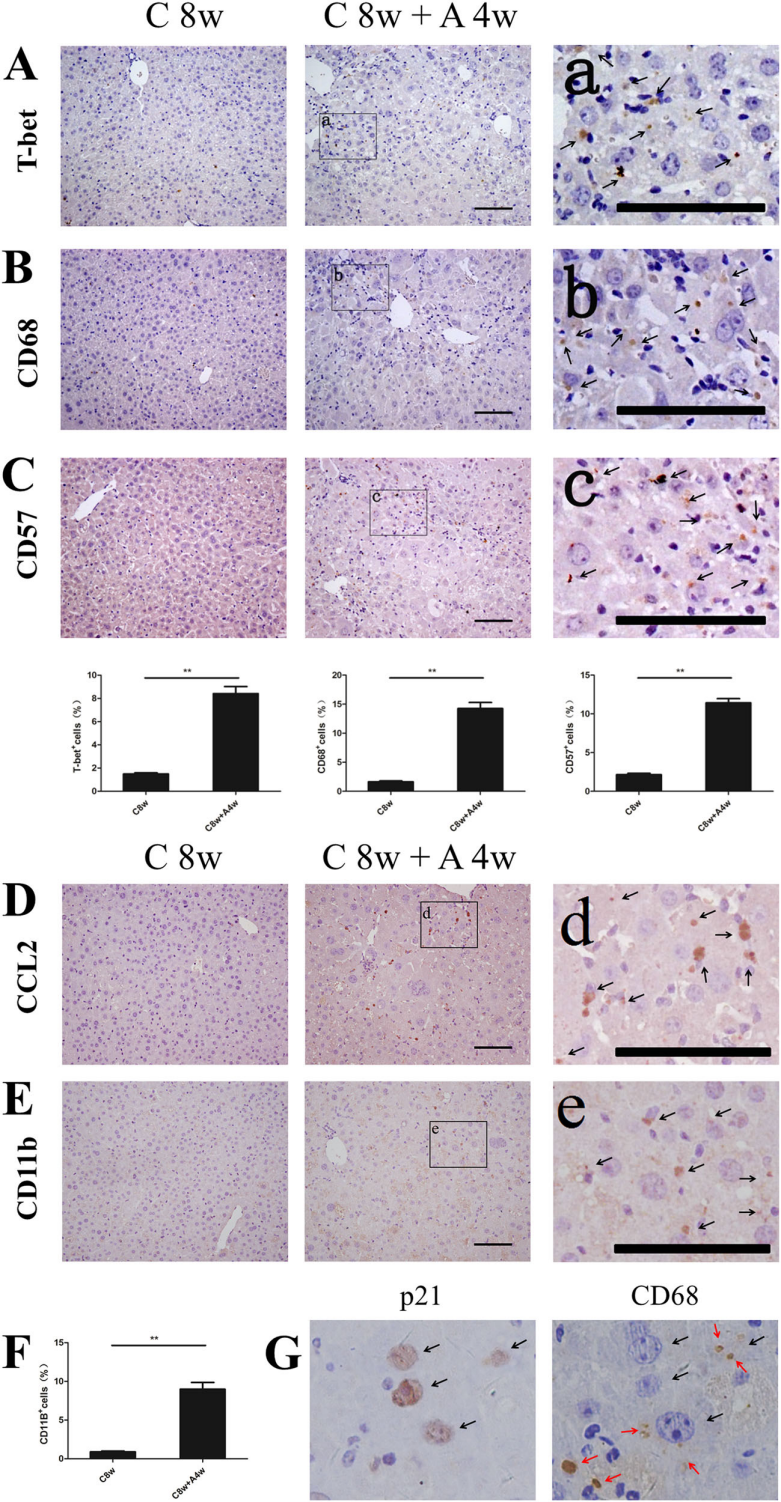
Activation of immune surveillance upon induction of senescence. **a** CD4^+^ Th1 cells were detected by staining for T-bet. **b** Staining for macrophages in the livers with IHC for CD68. **c** Staining for NK cells with IHC for CD57. **d** The bar charts show the positive rate of CD4^+^ Th1 cells, macrophages, and NK cells in the two groups (C 8w and “C 8w + A 4w”). **e** Staining for chemokine CCL2. **f** CD11b staining for senescence-induced myeloid cells. **a–e** Representative photographs are the enlarged views of the corresponding position. **f** The bar chart shows the positive rate of senescence-induced myeloid cells in the two groups (C 8w and “C 8w + A 4w”). **g** Serial sections with staining of p21 and CD68 for senescent hepatocytes and macrophages. Black arrows indicate the senescent cells, and red arrows indicate the macrophages. Shows are mean ± S.D. **p *<* 0.01. Scale bar, 100 µm

Recently, it was known that chemokine CCL2 (MCP-1) secreted from senescent hepatocytes recruited CCR2^+^ immature myeloid cells (iMC) for differentiations into macrophages to execute the clearance of pre-malignant senescent cells^10^. 

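Cd68, a macrophage marker, had an FPKM of 9.00 ± 2.97 (SD, n = 3) in C 8w + A 4w, 6.93 ± 0.481 (SD, n = 3) in C 8w and 9.93 ± 3.58 (SD, n = 2) in C 12w, and its log2 fold change between C 8w + A 4w and C 8w was 0.29 (standard error 0.25, adjusted p = 0.376) in limma. Against C 12w it was -0.14 (standard error 0.27, adjusted p = 0.735) in limma. Among the genes differentially expressed and highest in C 8w + A 4w were 4 of the 33 macrophage marker genes tested (12.1%), below the share among all genes (odds ratio 0.459, adjusted p = 1, one-sided Fisher exact test). When only genes whose group means differ by at least 1 on the log2 scale were counted, the share was above that among all genes (odds ratio 1.62, adjusted p = 0.575, one-sided Fisher exact test).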

Our results from bioinformatics analyses (Fig. 5f,g and Supplementary Table 2) suggested that the scavenging effect of macrophages might also play an important role during the process of inhibitions on carcinogenesis in the re-induction of senescence group. We found that CCL2 had much higher expression in C 8w + A 4w group than C 8w group (Fig. 6d). Besides of the increased expression of CCL2, CD11b-positive senescence-induced myeloid cells were also increased in the C 8w + A 4w group vs. the C 8w group (8.98 ± 3.41% vs. 0.87 ± 0.34%; Fig. 6e,f; **p < 0.01). Therefore, CCL2 could enhance both recruitment and maturation of senescence-induced myeloid cells. In addition, the activated macrophages were found to spread around the senescent hepatocytes in livers of C 8w + A 4w group (Fig. 6g), which supported our hypothesis that senescence could inhibit carcinogenesis by the activating immune surveillance initiated by macrophages.

## Discussion

Here, our study indicates that the severe liver injury leads hepatocytes to enter senescence. With reduced injury, the hepatocytes do not enter senescence, and are more likely to develop HCC. Our present findings suggest that for hepatocytes to enter senescence they require a threshold of liver injury.

The recent discovery on relationship between hepatocyte senescence and inhibition of carcinogenesis opens our scope to realize the underlying mechanisms of carcinogenesis in HCC, and opens the door to new treatment possibilities^10^. Re-induction of hepatocyte senescence by SALI treatment could inhibit carcinogenesis through the activation of immune surveillance. It is also possible that hepatocyte senescence by SALI treatment could induce other unknown mechanisms to inhibit carcinogenesis. The results of our present study support the development of strategies to induce senescence to treat or prevent HCC.

Different from previous reports on the induction of hepatocyte senescence to inhibit carcinogenesis^41^, our findings were achieved by using an animal model that is closely mimics clinically relevant liver disease^24^. In *Fah*^−/−^ mice, the inactivation of Fah leads to an accumulation of toxic metabolites, such as fumarylacetoacetate (FAA), which damages DNA and subsequently causes SALI^30^. *Fah*^−/−^ mice generally die of acute liver injury 4–8 weeks after removal of NTBC. *Fah*^−/−^ mice also are very useful for studying carcinogenesis by integrating various genetic backgrounds, such as the p21-null liver^29^, or by expression of oncogenes^15,42,43^, or by modulating the level of injury or cycling NTBC^29^.

In some previous studies of carcinogenesis, *Fah*^−/−^ mice were all analyzed under situation of MCLI^29^. MCLI is usually a complex pathological process typically characterized by the continuous low-level hepatocyte destruction and renewal, which mimics alcohol abuse, drug toxicity, viral infection, and genetic metabolic disorders. In the present study, we control the degree of liver injury in *Fah*^−/−^ mice, and we were able to precisely evaluate the differences in the hepatocytes for choosing dual fates. Therefore, the degree of liver injury controls the initiation of the activations on signaling pathways specific to either carcinogenesis or hepatocyte senescence. With the in-depth researches on downstream activities after SALI or MCLI, the potential key factors to switch to either hepatocyte senescence or carcinogenesis could be realized, which will be helpful for design clinical protocols of HCC therapy. Our results also indicate that re-induction of senescence could activate immune surveillance to inhibit carcinogenesis, which further supported our hypothesis on SALI inducing hepatocyte senescence to inhibit carcinogenesis. The senescent hepatocytes can enhance the activations of immune cells, including macrophages, CD4^+^ Th1 cells and NK cells, etc. Our results indicate that macrophage activation may play a crucial role in the process of senescence surveillance^10,40,41^. As with previously characterized mechanism, our results suggest that SALI induces hepatocyte senescence, promotes activation and proliferation of macrophages, and then induces cytotoxic scavenging and removal of pre-malignant senescent hepatocytes to suppress carcinogenesis. However, existences of other unknown mechanisms are still possible during future studies.

For the first time, our research indicates the existences of a special inter-relationship between liver injury and hepatocyte senescence, as well as liver injury and carcinogenesis during different inductions on degrees and time lengths of liver injury in vivo. A schematic diagram for such relationships was summarized in Fig. 7. Hepatocyte senescence as a protective mechanism for inhibition carcinogenesis could be useful for the therapies on HCC in the future.

**Fig. 7:**
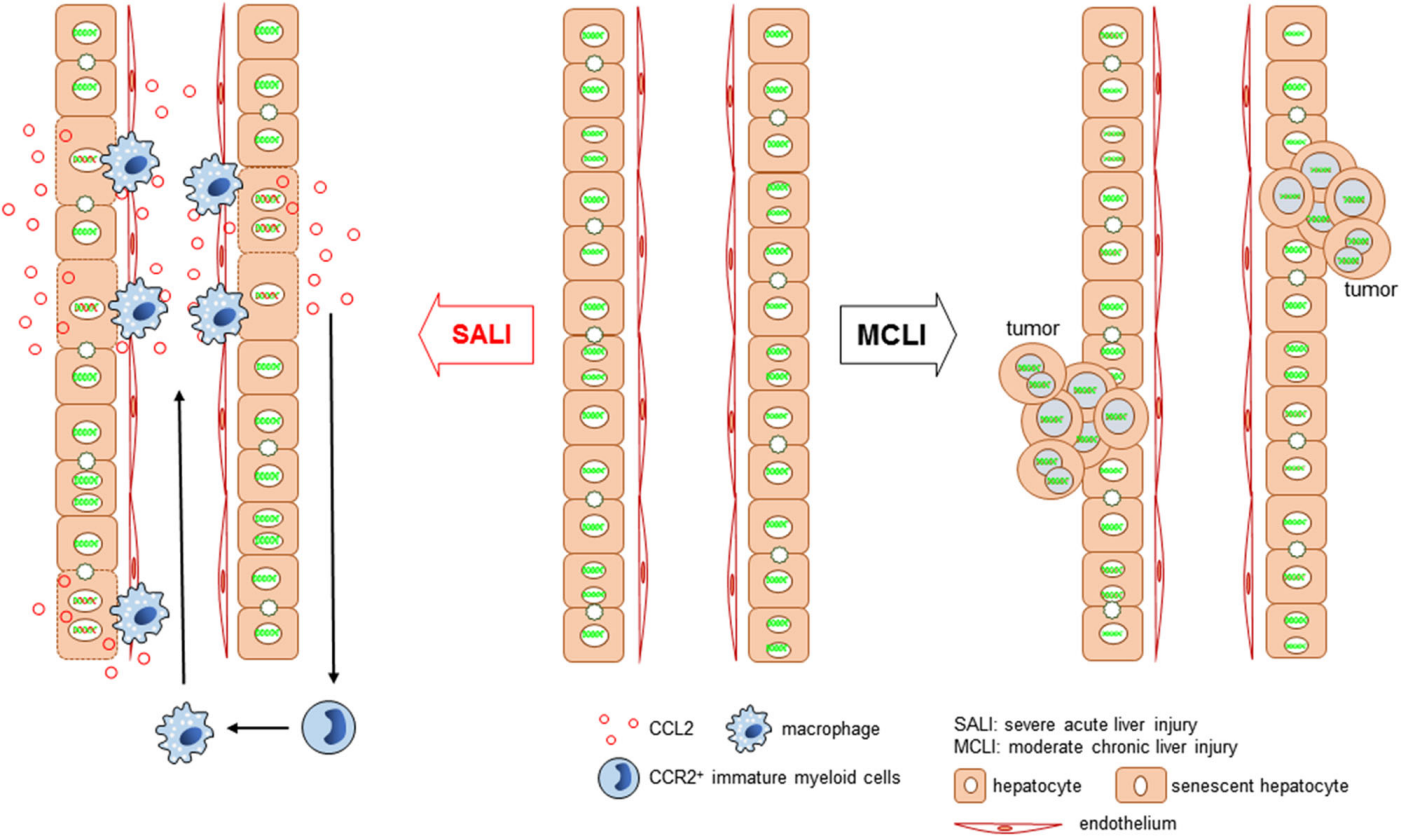
Schematic diagram of the relationship between hepatocyte senescence and carcinogenesis during liver injury

## Materials and methods

### Mice

All the experimental mice were the same strain (129S4 background). All mice received humane care according to the guidelines of Second Military Medical University Animal Care and Use Committees.

### Severe acute and moderate chronic liver injury models

*Fah*^−/−^ mice were maintained on continuous NTBC in their drinking water (7.5 mg/L). In severe acute liver injury (SALI), NTBC was totally withdrawn. In order to keep *Fah*^−/−^ mice survive under prolonged, SALI treatments were divided into several stages. For each stage intervals between two SALI treatments, the *Fah*^−/−^ mice were taken back to standard administration of NTBC for three days. Using this method let the total time-length of collective treatments of SALI equal to total time-length of CLI treatments. Mice exposed to a reduced treatment regimen of NTBC (2.5%) in the moderate chronic liver injury (MCLI) group. In the induced senescence group (MCLI8 + SALI4), *Fah*^−/−^ mice were given 2.5% curative dosage NTBC for 8 weeks, and then NTBC was removed for 4 weeks.

### Hematoxylin-Eosin staining (H&E), Immunohistochemistry (IHC), Oil red O staining, and Serum indexes

For hematoxylin-eosin staining, fresh liver tissues were fixed with 4% paraformaldehyde (PFA), then were routinely embedded in paraffin and sectioned into slices (2 µm). The slices were processed for roasting, dewaxing and rehydration, and were stained with hematoxylin (Beyotime, Shanghai, CHN) for 5–10 min, rinsed with water for 15 min, sliced into 95% alcohol (Sinoreagent, Shanghai, CHN) for 30 seconds, and then stained with eosin (Beyotime, Shanghai, CHN) for an appropriate amount of time (0.5–2 min). Finally, the slice is dehydrated rapidly and mounted with neutral resin (MXB, Fujian, CHN).

For immunohistochemistry staining, IHC steps are the same as H&E before rehydration. The slices were soaked in 0.01 M citric acid buffer (pH 6.0) and placed in a pressure cooker for 2–4 min at 121 °C/100 kpa. Cool to room temperature. 3% H_2_O_2_ solution blocked endogenous peroxidase and 1% BSA blocked nonspecific loci for 30 min at room temperature. The slices were incubated with primary antibodies for at 4 °C overnight and secondary antibodies conjugated with HRP at 37 °C for 30 min. Staining with DAB (Vector Laboratories, Burlingame, CA) was applied to the sections. The sections were stained with hematoxylin (Beyotime, Shanghai, CHN), dehydrated rapidly and mounted with neutral resin (MXB, Fujian, CHN). The list of primary and secondary antibodies is summarized as Supplementary Table 1.

For Oil red O staining, freshly harvested liver tissues were embedded in the optimum cutting temperature compound (Sakura Finetek, Torrance, CA). The tissues was frozen and sliced to sections with thickness of 10 µm. Staining of the slices was according to previously established protocol of the Oil red O staining. Finally, the sections were stained with hematoxylin (Beyotime, Shanghai, CHN) for 5–10 min, rinsed with water for 15 min.

For Serum indexes, sample blood was collected from the retro-orbital sinus of test animals. Plasma was prepared using Microtainer plasma separator tubes (BD) and stored at −80 °C. Analysis the biochemical indexes of serum was according to the previously established protocol.

### Transferase-mediated deoxyuridine triphosphate-biotin nick end labeling (TUNEL) staining

The staining is carried out according to the kit instruction (Beyotime Biotechnology). TUNEL staining steps are the same as H&E before rehydration. The slices were treated with protease K at room temperature for 15–30 min. After PBS washing, 3% H_2_O_2_ solution blocked endogenous peroxidase. Biotin-dUTP solution was incubated at 37 ℃ for 60 min and the elimination agent was dripped. Finally, Streptavidin-HRP working solution is added to the section at room temperature for 30 min. Staining with DAB (Vector Laboratories, Burlingame, CA) was applied to the sections.

### Senescence associated-β-galactosidase (SA-β-Gal) activity

The staining is carried out according to the kit instruction (Beyotime Biotechnology). Fresh tissue was embedded in optimum cutting temperature compound (Sakura Finetek, Torrance, CA). The tissue was frozen and cut into slices of 5–7 µm. Add proper volume of SA-β-Gal staining fixative solution to the section and fix it at room temperature for 15 min. Finally, the sections were incubated in fresh SA-β-Gal stain solution at 37 °C.

### Protein isolation and Western blot

100× protease inhibitors and 100× PMSF were added into the lysate. Appropriate amount of cell lysate (Invent Biotechnologies, Eden Prairie, MN) was added to the liver tissue. The tissue was cut and homogenized, and then it was incubated on ice for 30 min. Centrifuge at 4 °C, 12,000 r.p.m. 10 min. Aspirate the supernatant and place in a fresh tube kept on ice, and discard the pellet. Add 5× loading buffer, and boiled at 100 °C for 3–5 min, store at −20 °C or −80 °C. Separate proteins from sample lysates using a standard sodium dodecyl sulfate polyacrylamide gel electrophoresis (SDS-PAGE) protocol. Transfer proteins from the gel to a PVDF membrane (Millipore, Temecula, CA), 350 mA, 90 min. Block the membrane using a solution of 5% non-fat dry milk in TBST for at least 60 min, RT. Incubate the membrane with primary antibody (diluted in TBST) at 4 °C overnight. Wash the membrane three times for 5 min each in TBST. Incubate the membrane with secondary IgG Peroxidase conjugate. Protein bands were detected by chemiluminescent substrate (Thermo Scientific, Waltham, MA).

### RNA sequencing and bioinformatics analysis

RNA sequencing technology is provided by Shanghai OE Biotech Co., Ltd. PCA and hierarchical clustering were performed using R^44^. PCA was used on gene and sample requirement-filtered^45^ (any gene with reads less than 10 and with samples less than 4 has been removed) data to visualize differences between groups. Hierarchical cluster analysis on a set of dissimilarities and “complete” method for analyzing different genes based on the same gene ontology (i.e., “regulation of cell proliferation”, “cell cycle” or “aging”) or “hepatocellular carcinoma” marker genes^46^. The GOseq R package was used to perform GO enrichment analysis of different cluster genes. A corrected *P*-value < 0.05 was adopted as the standard for judging statistically significant enrichment of cluster genes. KEGG enrichment analysis of different cluster genes was implemented using clusterProfiler R package, and the cutoff for P-value was set at 0.05. Raw sequencing data is publically available at NCBI (GEO accession number GSE108328).

### Statistical analysis

All data are presented as mean ± standard deviation (S.D.). Experimental data were analyzed by a Student *t* test with Statistical Program for Social Sciences software (IBM SPSS, IBM Corporation, Somers, NY, USA) to determine significance. *p* < 0.05 was considered statistically significant.

## Electronic supplementary material

Supplementary figure legends

Supplementary figures

## References

[1] Torre LA (2015). Global cancer statistics, 2012. CA: Cancer J. Clin..

[2] Campisi J (2001). Cellular senescence as a tumor-suppressor mechanism. Trends Cell Biol..

[3] Braig M (2005). Oncogene-induced senescence as an initial barrier in lymphoma development. Nature.

[4] Chen Z (2005). Crucial role of p53-dependent cellular senescence in suppression of Pten-deficient tumorigenesis. Nature.

[5] Collado M (2005). Tumour biology: senescence in premalignant tumours. Nature.

[6] Collado M, Serrano M (2006). The power and the promise of oncogene-induced senescence markers. Nat. Rev. Cancer.

[7] Collado M, Blasco MA, Serrano M (2007). Cellular senescence in cancer and aging. Cell.

[8] Acosta JC, Gil J (2012). Senescence: a new weapon for cancer therapy. Trends Cell Biol..

[9] Xue W (2007). Senescence and tumour clearance is triggered by p53 restoration in murine liver carcinomas. Nature.

[10] Eggert T (2016). Distinct Functions of Senescence-Associated Immune Responses in Liver Tumor Surveillance and Tumor Progression. Cancer Cell.

[11] Beier F, Martinez P, Blasco MA (2015). Chronic replicative stress induced by CCl4 in TRF1 knockout mice recapitulates the origin of large liver cell changes. J. Hepatol..

[12] Tanguay RM (1990). Different molecular basis for fumarylacetoacetate hydrolase deficiency in the two clinical forms of hereditary tyrosinemia (type I). Am. J. Hum. Genet.

[13] van Spronsen FJ (1994). Hereditary tyrosinemia type I: a new clinical classification with difference in prognosis on dietary treatment. Hepatology.

[14] van Spronsen FJ, Bijleveld CM, van Maldegem BT, Wijburg FA (2005). Hepatocellular carcinoma in hereditary tyrosinemia type I despite 2-(2 nitro-4-3 trifluoro- methylbenzoyl)-1, 3-cyclohexanedione treatment. J. Pediatr. Gastroenterol. Nutr..

[15] Wangensteen KJ (2008). A facile method for somatic, lifelong manipulation of multiple genes in the mouse liver. Hepatology.

[16] Xiang D (2014). Non-viral FoxM1 gene delivery to hepatocytes enhances liver repopulation. Cell Death Dis..

[17] Huang P (2011). Induction of functional hepatocyte-like cells from mouse fibroblasts by defined factors. Nature.

[18] Yu B (2013). Reprogramming fibroblasts into bipotential hepatic stem cells by defined factors. Cell Stem Cell.

[19] Huang P (2014). Direct reprogramming of human fibroblasts to functional and expandable hepatocytes. Cell Stem Cell.

[20] Li F (2010). Hepatoblast-like progenitor cells derived from embryonic stem cells can repopulate livers of mice. Gastroenterology.

[21] Orejuela D, Jorquera R, Bergeron A, Finegold MJ, Tanguay RM (2008). Hepatic stress in hereditary tyrosinemia type 1 (HT1) activates the AKT survival pathway in the fah^−/−^ knockout mice model. J. Hepatol..

[22] Endig J (2016). Dual role of the adaptive immune system in liver injury and hepatocellular carcinoma development. Cancer Cell.

[23] Aravinthan AD, Alexander GJ (2016). Senescence in chronic liver disease: Is the future in aging?. J. Hepatol..

[24] Grompe M (1993). Loss of fumarylacetoacetate hydrolase is responsible for the neonatal hepatic dysfunction phenotype of lethal albino mice. Genes Dev..

[25] Larochelle J (2012). Effect of nitisinone (NTBC) treatment on the clinical course of hepatorenal tyrosinemia in Quebec. Mol. Genet. Metab..

[26] Grompe M (1995). Pharmacological correction of neonatal lethal hepatic dysfunction in a murine model of hereditary tyrosinaemia type I. Nat. Genet.

[27] Buitrago-Molina LE (2013). The degree of liver injury determines the role of p21 in liver regeneration and hepatocarcinogenesis in mice. Hepatology.

[28] Hayflick L (1965). The limited in vitro lifetime of human diploid cell strains. Exp. Cell Res..

[29] Willenbring H (2008). Loss of p21 permits carcinogenesis from chronically damaged liver and kidney epithelial cells despite unchecked apoptosis. Cancer Cell.

[30] Vogel A (2004). Chronic liver disease in murine hereditary tyrosinemia type 1 induces resistance to cell death. Hepatology.

[31] Wang MJ (2014). Reversal of hepatocyte senescence after continuous in vivo cell proliferation. Hepatology.

[32] Dimri GP (1995). A biomarker that identifies senescent human cells in culture and in aging skin in vivo. Proc. Natl Acad. Sci. USA.

[33] Lee BY (2006). Senescence-associated beta-galactosidase is lysosomal beta-galactosidase. Aging Cell.

[34] Campisi J (2013). Aging, cellular senescence, and cancer. Annu. Rev. Physiol..

[35] Lowe SW, Cepero E, Evan G (2004). Intrinsic tumour suppression. Nature.

[36] Stuart GR, Glickman BW (2000). Through a glass, darkly: reflections of mutation from lacI transgenic mice. Genetics.

[37] Stocker E, Heine WD (1971). Regeneration of liver parenchyma under normal and pathological conditions. Beitr. Pathol..

[38] Agarwal R, Narayan J, Bhattacharyya A, Saraswat M, Tomar AK (2017). Gene expression profiling, pathway analysis and subtype classification reveal molecular heterogeneity in hepatocellular carcinoma and suggest subtype specific therapeutic targets. Cancer Genet.

[39] Zhang, Y. L. et al. SPON2 Promotes M1-like macrophage recruitment and inhibits hepatocellular carcinoma metastasis by distinct integrin-rho GTPase-Hippo Pathways. Preprint at https://cancerres.aacrjournals.org/content/early/2018/02/13/0008-5472.can-17-2867# (2018).10.1158/0008-5472.CAN-17-286729440144

[40] He Wei, Gao XM, Cao XT, Xiong. SD (2008). Medical Immunology.

[41] Kang TW (2011). Senescence surveillance of pre-malignant hepatocytes limits liver cancer development. Nature.

[42] Dou Z (2017). Cytoplasmic chromatin triggers inflammation in senescence and cancer. Nature.

[43] Wangensteen, K. J. et al. Combinatorial genetics in liver repopulation and carcinogenesis with a novel in vivo CRISPR activation platform. Preprint at https://aasldpubs.onlinelibrary.wiley.com/doi/abs/10.1002/hep.29626 (2017).10.1002/hep.29626PMC593014129091290

[44] R Development Core Team (2011), R: A Language and Environment for Statistical Computing. Vienna, Austria: the R Foundation for Statistical Computing. http://www.R-project.org/.

[45] Fan J (2016). Characterizing transcriptional heterogeneity through pathway and gene set overdispersion analysis. Nat. Methods.

[46] Shalapour S (2017). Inflammation-induced IgA + cells dismantle anti-liver cancer immunity. Nature.

# Supplementary material for: The extent of liver injury determines hepatocyte fate toward senescence or cancer
**Source:** Cell Death Dis. 2018 May 14;9(5):575. doi: 10.1038/s41419-018-0622-x
**Supplement:** Supplementary file 1 — Supplementary figure legends

**Supplementary Figure 1**

**Pathological changes of liver in** ***Fah-/-* mice under severe acute and** **moderate chronic liver injury.**

(A) The captured photographs show hematoxylin-eosin (H&E) staining the liver tissues of *Fah-/-* mice under SALI or MCLI at 0, 4 and 8 weeks. (a, b) Representative parts of photographs are enlarged to indicate the views of corresponding positions. (B) Oil red O staining for sections of liver samples from *Fah-/-* mice under SALI or MCLI at 0 and 8 weeks. (C) Serum indexes (TC, TG) of blood samples from *Fah-/-* mice under SALI or MCLI at 0 and 8 weeks. (D-F) The bar graphs show the quantification of hepatocytes size in the livers of *Fah-/-* mice under SALI or MCLI at 0, 4 and 8 weeks. TG: triglyceride, TC: total cholesterol. All values presented as mean ± S.D. ***p* < 0.01. Scale bar, 100 µm.

**Supplementary Figure 2**

**Serum indexes and** **TUNEL assay in livers of *Fah-/-* mice under severe acute and moderate chronic liver injuries.**

(A) Serum indexes of liver function parameters (ALT, AST, and T-bil) from blood samples of *Fah-/-*mice under SALI or MCLI at 0, 4 and 8 weeks. (B) The representative photographs show TUNEL assay on the liver tissues of *Fah-/-* mice under SALI or MCLI at 0, 4 and 8 weeks. (C) The bar graphs show the quantification of TUNEL-positive hepatocytes in the liver samples of *Fah-/-* mice under SALI or MCLI at 0, 4 and 8 weeks. AST: aspartate aminotransferase, ALT: alanine aminotransferase, T-bil: total bilirubin. All values presented as mean ± S.D. ***p* < 0.01.

**Supplementary Figure 3**

**Statistical chart of body weight in *Fah-/-* mice under severe acute and moderate chronic liver injury.**

The arrow indicates the addition of NTBC.

# Supplementary material for: The extent of liver injury determines hepatocyte fate toward senescence or cancer
**Source:** Cell Death Dis. 2018 May 14;9(5):575. doi: 10.1038/s41419-018-0622-x
**Supplement:** Supplementary file 2 — Supplementary figures

**Supplementary Figures**

**Supplementary Figure 1**

**
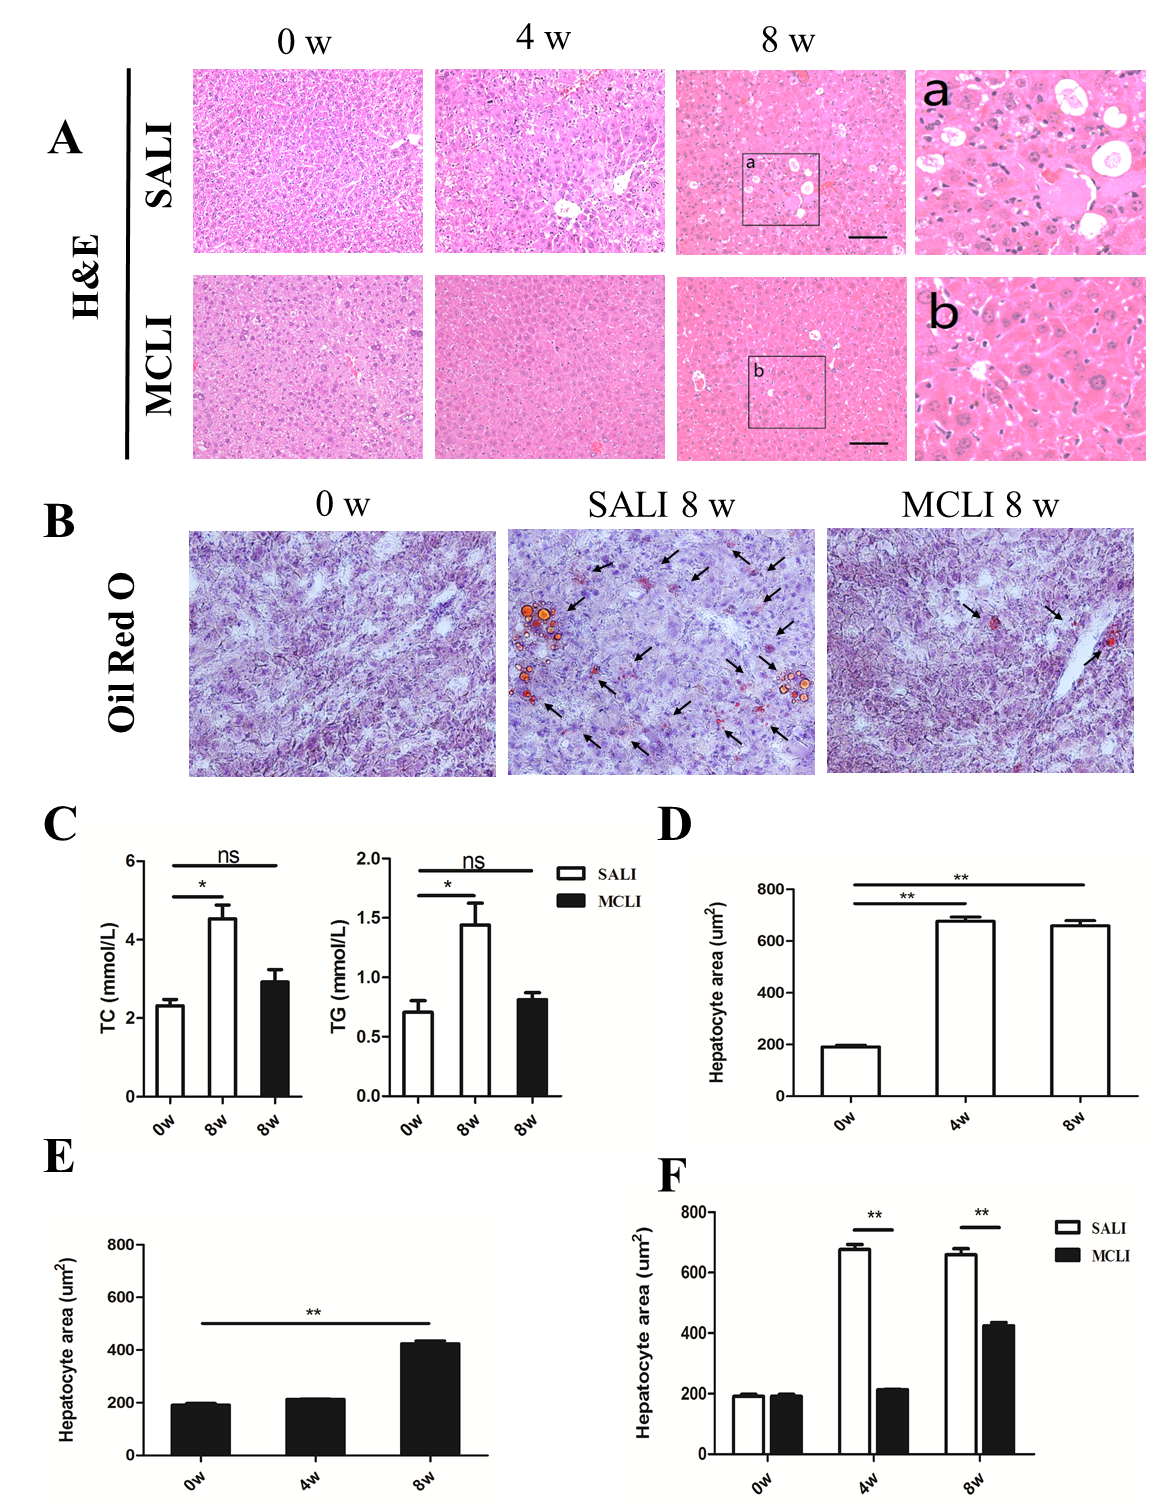
**

**Supplementary Figure 2**

**
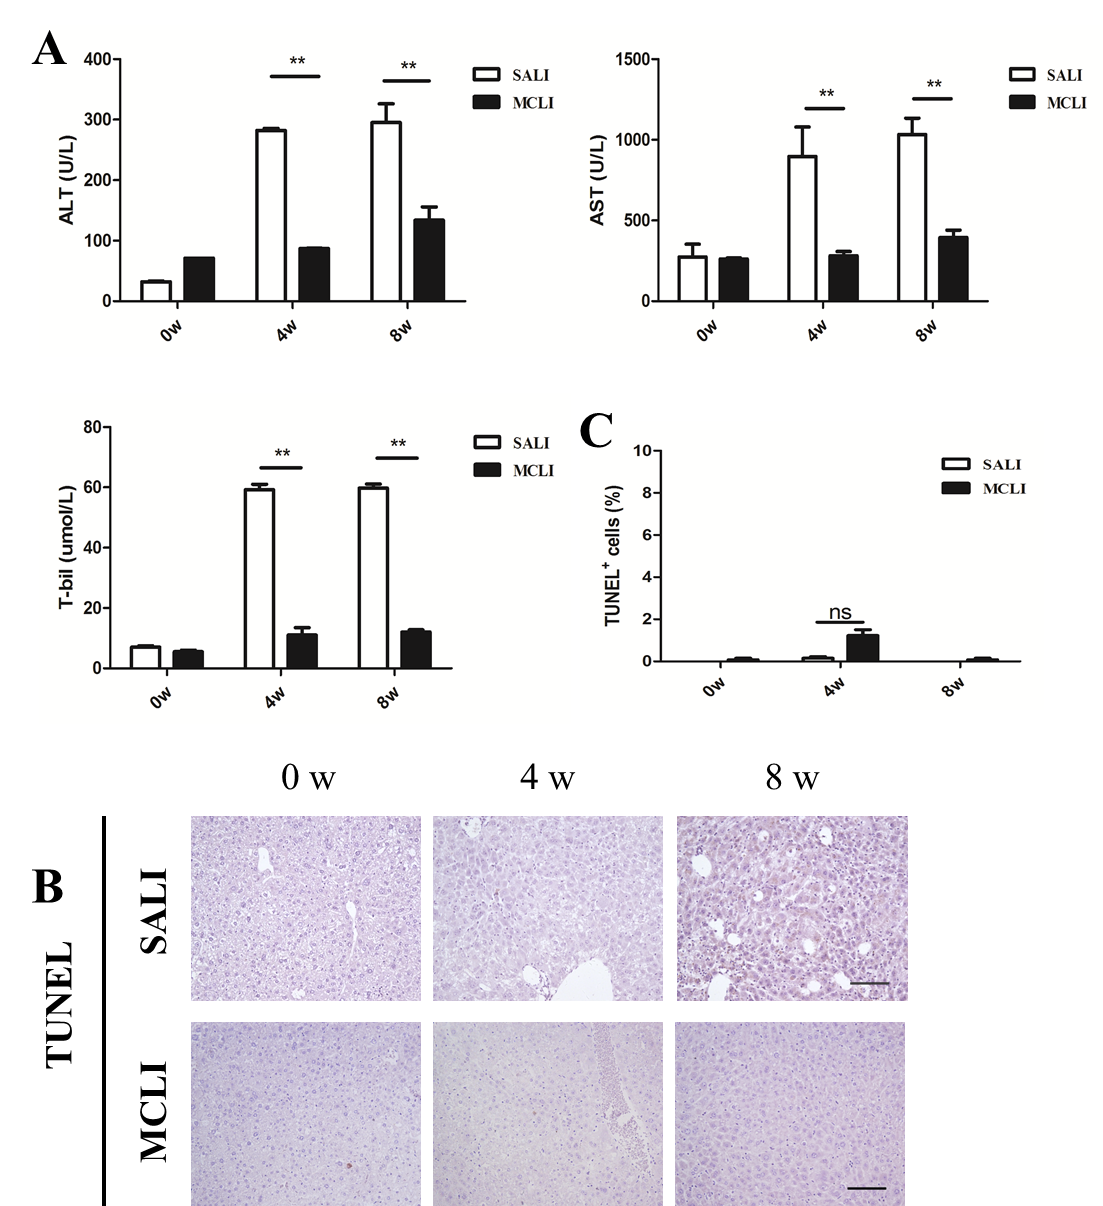
**

**Supplementary Figure 3**

**
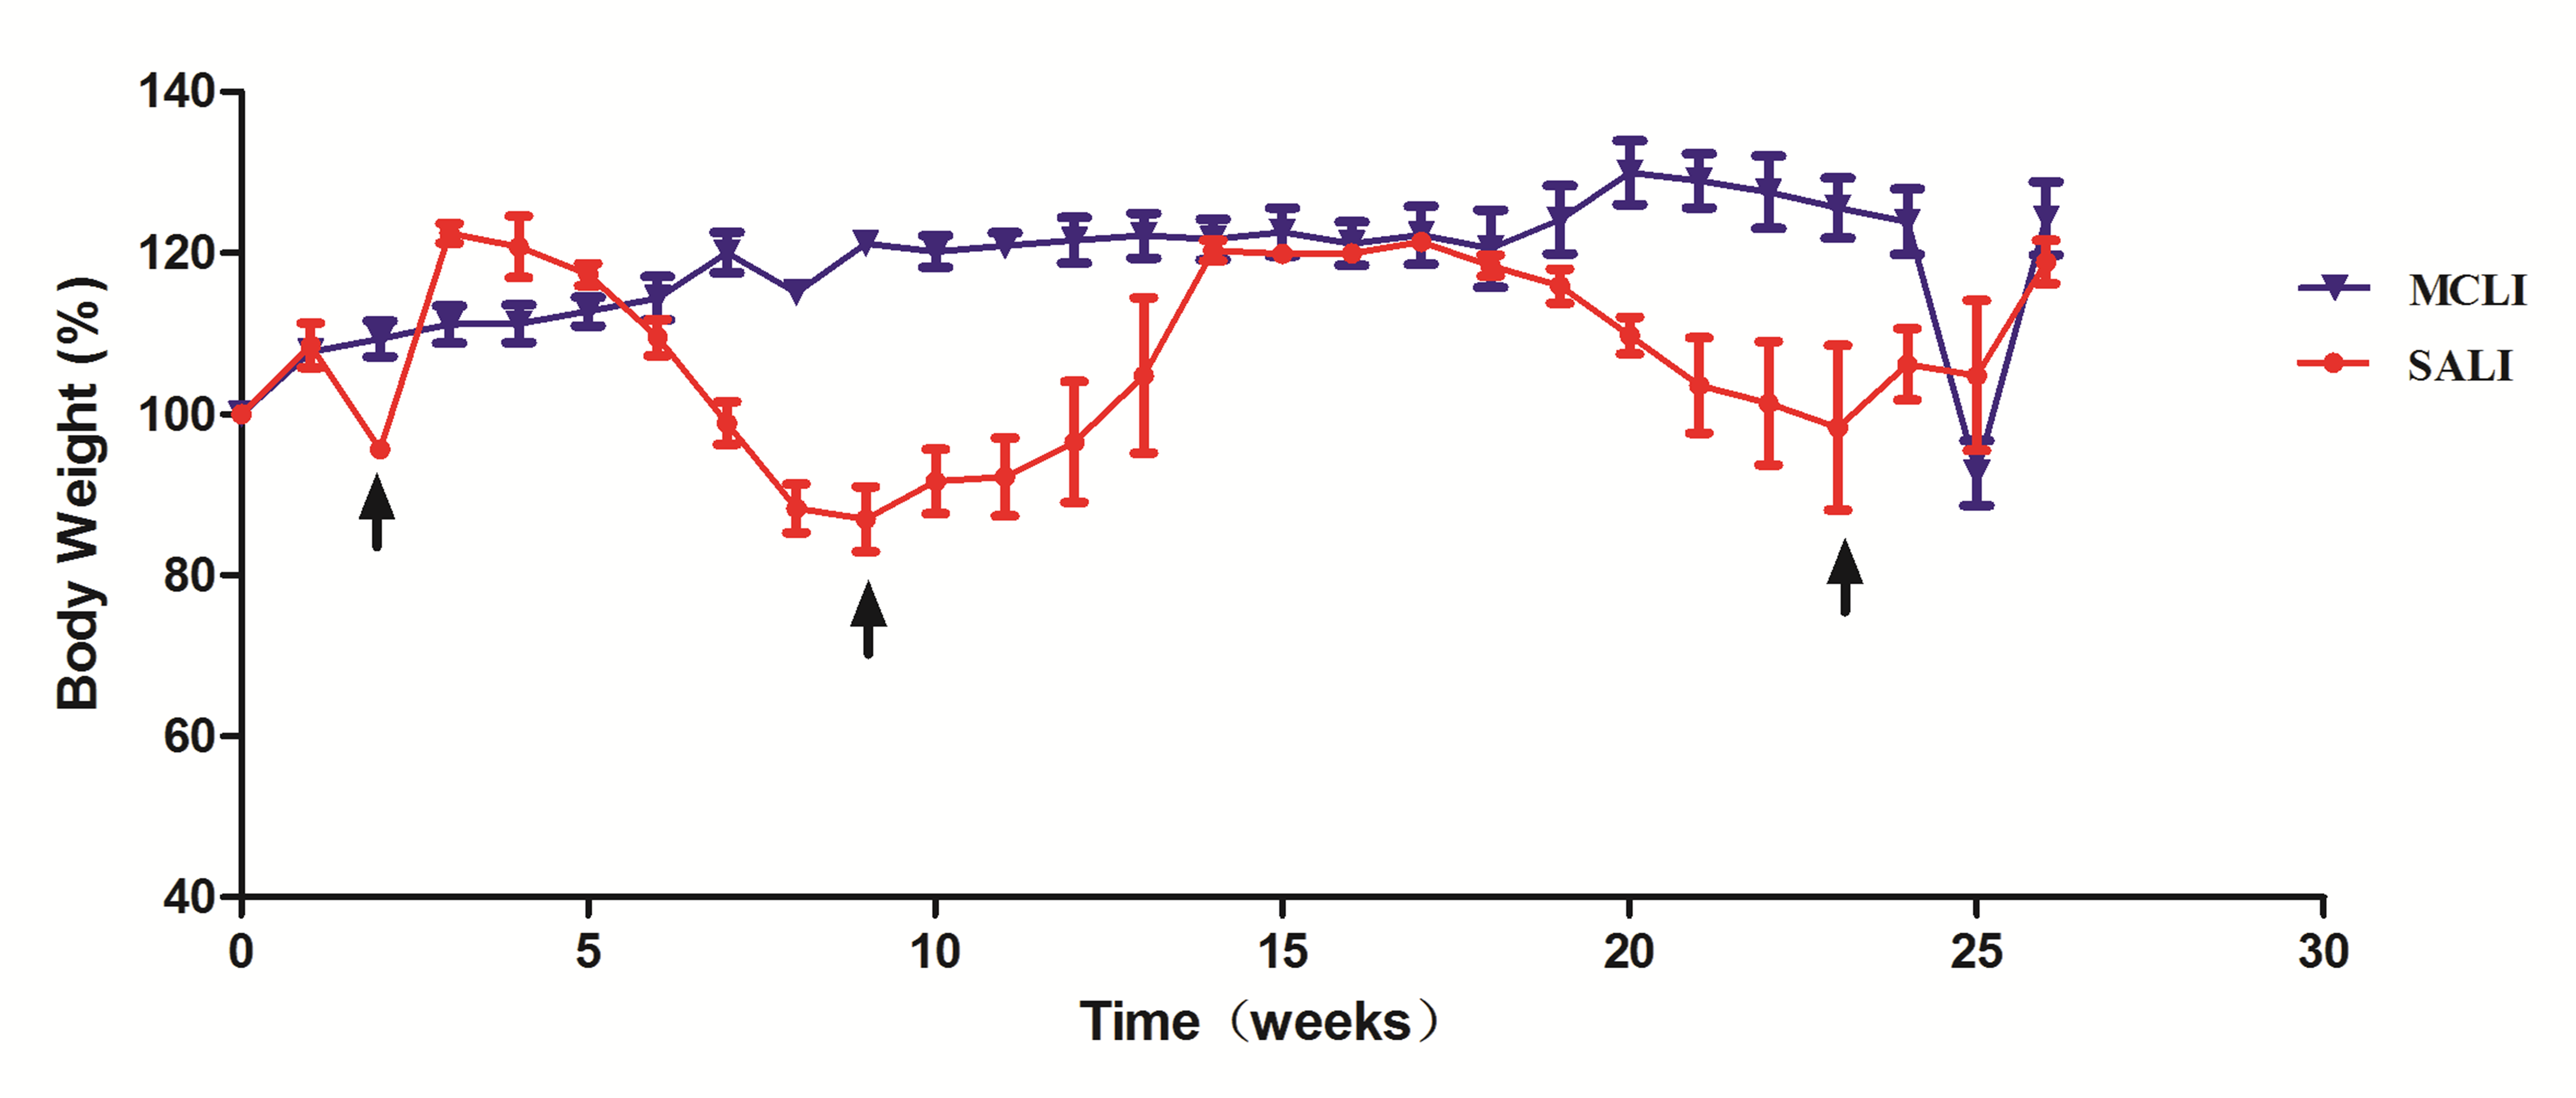
**

**Supplementary Table 1**

Primary antibodies used in the IHC and western blot assay

| Primary Antibody | Brand | Cat. No. | | Dilution ratio | application |
| --- | --- | --- | --- | --- | --- |
| P16 | Santa Cruz | sc-74401 | 1:500 | | IHC |
| P21 | Santa Cruz | sc-6246 | 1:1000 | | Western |
| 1:500 | | IHC |
| P53 | Abcam | ab26 | 1:1000 | | Western |
| 1:500 | | IHC |
| p-Rb | Cell Signaling | 9308 | 1:1000 | | Western |
| 1:500 | | IHC |
| CDK4 | Proteintech | 11026-1-AP | 1:2000 | | Western |
| 1:1000 | | Western |
| CDK2 | Proteintech | 10122-1-AP | 1:1000 | | Western |
| CDK6 | Proteintech | 14052-1-AP | 1:1000 | | Western |
| GAPDH | Proteintech | HRP-60004 | 1:6000 | | Western |
| Alpha tubulin | Abcam | ab15246 | 1:5000 | | Western |
| CD57 | Abcam | ab199156 | 1:500 | | IHC |
| T-bet | Abcam | ab91109 | 1:200 | | IHC |
| CD68 | Thermo Fisher | MA5-13324 | 1:100 | | IHC |
| CCL2 | Proteintech | 66272-1-AP | 1:500 | | IHC |
| CD11b | Proteintech | 20991-1-AP | 1:500 | | IHC |

**Supplementary Table 2**

**Genes related to macrophage activations** enriched in cluster 1 after GO term enrichment analysis.

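Supplementary Table 2 lists Gene Ontology terms with macrophages in their name and the p-value of each among the cluster 1 genes, those mainly expressed in C 8w + A 4w. The methods name the GOseq R package for this step, which weighs each gene by how likely its length makes it to be called, and a corrected p under 0.05 as the standard. A term's p-value depends on the genes in the cluster, on the background and on the genes annotated to the term, and does not give the direction or size of the change of any gene. Here the cluster that peaked in C 8w + A 4w held 3061 of the 5090 genes past the F test, 29.9% of all genes tested. In a comparison chosen after seeing the data, it held 40% of the macrophage activation genes (odds ratio 1.57, adjusted p = 0.522, one-sided Fisher exact test) and 15.2% of the macrophage marker genes (odds ratio 0.418, adjusted p = 1, one-sided Fisher exact test).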

| **ID** | **Category** | **p value** | **Term** |
| --- | --- | --- | --- |
| 10890 | GO:0042116 | 0.00020261 | Macrophage activation |
| 11370 | GO:0043030 | 0.000888895 | Regulation of macrophage activation |
| 11372 | GO:0043032 | 0.001134345 | Positive regulation of macrophage activation |
| 4998 | GO:0010759 | 0.014540593 | Positive regulation of macrophage chemotaxis |
| 4997 | GO:0010758 | 0.027899751 | Regulation of macrophage chemotaxis |
| 10564 | GO:0036301 | 0.028970852 | Macrophage colony-stimulating factor production |
| 18791 | GO:1901256 | 0.028970852 | Regulation of macrophage colony-stimulating factor production |
| 13434 | GO:0048246 | 0.044451105 | Macrophage chemotaxis |

How the deposited data were processed for this re-analysis (not part of the article)

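RNA sequencing values of 8 Fah−/− mice in 3 groups were used, 3 of C 8w, 3 of C 8w + A 4w and 2 of C 12w. Samples were assigned to groups from their treatment labels. The FPKM values are as deposited: the authors scaled fragments by gene length and by the mapped fragments of each sample, in one table of 22504 Ensembl mouse gene identifiers. The paper's text names no aligner, quantifier, genome build, annotation or test for differential expression. The table held 0 columns of other samples. FPKM holds no counts, so the depth and the counting error of each sample are unknown.

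Genes with an FPKM of at least 1 in at least 4 of the 8 samples were kept and compared as log2(FPKM + 1), without further scaling. Groups were compared in R 4.3.3 with limma 3.58.1 (lmFit and eBayes with a trend), in one fit of all 8 samples with Benjamini-Hochberg adjustment and a threshold of 0.05, and a moderated F test over the 3 groups. All limma tests were two-sided. Gene lists with at least 5 genes kept were tested with limma's camera at an inter-gene correlation of 0.01, and their over-representation with one-sided Fisher exact tests, each family adjusted over 45 tests. The lists were written by hand or, for the cell cycle, taken from the S and G2/M genes of Seurat, before the data were examined. Principal components were computed on centred values. Separation was measured as a ratio of mean distances and tested with a one-sided exact permutation test over the 56 choices of 3 of 8 samples. Genes past the F test were divided into 3 clusters by complete linkage of their row z-scores.

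The genes named are those the paper names, those legible in Fig. 5d and Fig. 5e, and for each comparison the 5 largest rises and the 5 largest falls among differentially expressed genes whose groups did not overlap. Some results for single genes are not reported here. Alb, mt-Co1, Gapdh, Ppia and the gene copies were chosen after their values were seen. Shared sequence is the percentage of the 50-base windows of a gene's GENCODE M21 transcripts that occur in another gene, computed with Python 3.11.15. The authors' annotation may differ from it, and no coordinates were used.

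The labels of C 8w and C 12w share the replicate numbers 2 and 3. They belong to different mice and the paper names no pairing, so a fit with the number as a replicate block was an alternative. The other alternatives set before the data were examined were a pseudocount of 0.1, other floors or none, median-ratio, total and quantile scaling, each sample left out in turn, eBayes without a trend, only the 2 groups compared, a log2 fold change limit of 1, an estimated inter-gene correlation, scaled genes, all components, values without logarithm or z-scores, and other clustering. Genes with at most 2% shared sequence, Reactome sets from fgsea 1.28.0, the crossed pairing and the test of lists in clusters were added after seeing the data.

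The differential expression test was run on 30 simulated data sets of 10244 genes with 200 changed genes each. It called 93.2% of the changed genes on average (89.5% in the lowest draw). Of the genes called, 5.21% on average had not been changed, between 3.5% and 10.3% over the draws, so that the mean was slightly above the nominal 5% and single draws were further above it. These rates may not hold in the data. There 4034 genes were called between C 8w + A 4w and C 8w, of which 1128 changed by at least 1. Protein and tissue measurements of the paper were not analysed here.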

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

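Both tests in this part were chosen only after the result was seen. Among genes the paper's text does not discuss, 24 had an FPKM of at least 100 in all 3 C 8w + A 4w libraries and, in each of the 5 C 8w and C 12w libraries, less than 1% of their lowest C 8w + A 4w value. They drew attention because their signal in C 8w + A 4w, in genes outside those the text discusses, was far above that in the other groups. In the other direction 0 genes met the same limits. With a limit of 10% there were 53 genes, against 3 in the other direction. Alb, mt-Co1 and Rpl23a were listed at 0 in all 5 C 8w and C 12w libraries. 3 of the 24 genes passed the filter on low values and entered the tests, so these genes add little to the counts of differentially expressed genes.

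Of the 24 genes, 19 encode ribosomal proteins and 1 lies on the mitochondrial genome, 83.3% together. Genes of both kinds are used by every cell, so a quantification that differed between the libraries of the 2 code series is a candidate explanation. Of the same genes, 95.8% had more than 2% shared sequence, against 52.7% of the 493 genes with an FPKM of at least 100 in every C 8w + A 4w library (one-sided Fisher exact test, odds ratio 22.4, p = 3.11e-06). Reads shared with copies may therefore account for part of the pattern, but Alb has no shared window. The biological explanation would be a rise of these genes during SALI. Against it, mt-Co1 was listed at 0 in C 8w while mt-Cytb and mt-Nd1, of the same genome, had a mean FPKM of 7327 and 7865, so the zeros were not taken as levels of expression. The code series and the condition coincide, and the pattern cannot be told apart from a difference in quantification or from shared reads.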

How the results depend on the processing

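The alternatives were chosen before the data were examined, apart from the restriction to genes with at most 2% shared sequence, the Reactome sets, the crossed pairing, the test of lists in clusters and all alternatives for the separations on the cell cycle list and on all genes, which were chosen after seeing the data. Of the recomputed comparison results, 241 kept their direction and side of the threshold or moved little, 14 were weaker, 3 stronger, 44 moved and 3 reversed. Of the results for single genes and the 2 added separations, 758 did so, 36 were weaker, 10 stronger, 31 moved and 5 reversed. The macrophage activation list and the separation on the Fig. 5e genes stayed short of the threshold under every alternative run (adjusted p from 0.338 to 0.971 in camera of limma, and exact permutation p from 0.0714 to 0.286). The cause was not tested for any change given here.

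With a floor of FPKM 10, 3902 genes were kept. The differentially expressed genes were 1844 for C 8w + A 4w against C 8w (main value 4034), 1625 against C 12w (3356) and 851 for C 12w against C 8w (1962). Between any groups there were 2299, 1065 of them highest in C 8w + A 4w and 590 in C 12w. A floor of 10 in at least 4 samples drops genes that reach it only in the 2 C 12w samples. The cell cycle list was weaker in C 12w against C 8w, at 0.084 (adjusted p = 0.64 in limma, 2.55e-33 to 0.64 over its alternatives). It reversed in C 8w + A 4w against C 12w, to 0.50 (adjusted p = 0.486 in limma, 1.95e-21 to 0.906), and with the Reactome set to 0.075 (adjusted p = 0.906 in limma). The Hippo list passed the threshold with that floor, at 0.80 (adjusted p = 0.00133 in limma, 0.00133 to 0.869). With a floor of 1 in at least 2 samples, the complement and coagulation list was weaker, at 0.53 (adjusted p = 0.102 in limma, 4.20e-05 to 0.869). The cell cycle list was then at 1.11 in C 12w against C 8w (adjusted p = 3.38e-21, camera in limma). In C 8w + A 4w against C 12w it was at -0.92 (adjusted p = 2.4e-13, camera in limma).

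With totals rescaled to be equal, 1531 genes were highest in C 8w + A 4w, and Cdk4 reversed between C 8w + A 4w and C 12w, to -0.12. With quantile normalization Cdk4 was at -0.042. The share of genes called higher moved with the scaling. For C 8w + A 4w against C 8w it was 64.2% without scaling, 46.7% with median-ratio, 53.4% with total and 47.1% with quantile scaling. For C 8w + A 4w against C 12w it was 53.1%, 50.2%, 36.0% and 49.9%, and for C 12w against C 8w 63.6%, 44.0%, 71.9% and 46.9%. The median log2 fold change of C 12w against C 8w was 0.12 without scaling and -0.011 with median-ratio scaling, a shift of more than 0.1.

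Only the 2 groups compared in the fit gave 5186 genes for C 8w + A 4w against C 8w, 1996 against C 12w and 1433 for C 12w against C 8w. A log2 fold change of at least 1 left 1128, 1177 and 533 genes in the 3 comparisons. The replicate block gave 252 genes for C 12w against C 8w, 240 of them also called without it, and the crossed block 16, 14 also called without it. With the estimated inter-gene correlation, 4 list results with unchanged means were no longer past the threshold in limma: the cell cycle list at 0.84 (adjusted p = 0.419) and -0.51 (adjusted p = 0.779), the ribosomal protein list at 3.52 (adjusted p = 0.312, 3.00e-66 to 0.312 over its alternatives) and the complement and coagulation list at 0.57 (adjusted p = 0.869). Results of the p53 and senescence list and of the hepatocyte enzyme list were not rerun under it.

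The C 12w distance ratio, 7.05 on 3 components, was 7.52 with a floor of 1 in at least 2 samples, 6.21 with a floor of 10, 8.12 without a filter, 5.82 with total and 7.87 with quantile scaling, 3.46 without logarithm, 4.45 with scaled genes and 2.01 with all components. With scaled genes the separation of C 8w + A 4w was weaker, at 1.34 (exact permutation p = 0.107, 0.0179 to 0.114 over its alternatives). Without z-scores the Fig. 5d genes passed the threshold, at 1.48 (exact permutation p = 0.0179, up to 0.286). With a floor of 1 in at least 4 samples the ratio of the cell cycle list moved above 1, to 1.01. The largest cluster held 1918 genes with k-means. Correlation distances gave the clusters of complete linkage, which z-scores fix in advance.

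Over genes with at most 2% shared sequence, 2194, 1767 and 1241 genes were differentially expressed in the 3 comparisons and 2926 between any groups, 1207 highest in C 8w + A 4w and 1076 in C 12w. With median-ratio scaling as well, there were 2230 for C 8w + A 4w against C 8w. The complement and coagulation list was weaker, at 0.50 (adjusted p = 0.166 in limma), and the C 12w distance ratio was 5.91.

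With each sample left out in turn, the differentially expressed genes ranged from 2460 to 5108 for C 8w + A 4w against C 8w, from 2454 to 3096 against C 12w, from 676 to 1912 for C 12w against C 8w and from 3370 to 4565 between any groups, of which 1614 to 1923 were highest in C 8w + A 4w and 1076 to 1589 in C 12w. The cell cycle list ranged from 0.60 to 0.86 in C 12w against C 8w and from -0.54 to -0.26 in C 8w + A 4w against C 12w. The Hippo list ranged from 0.37 to 0.45, past the threshold only without C096, at 0.44 (adjusted p = 0.0458 in limma). The macrophage list ranged from -0.020 to 0.55 and reversed without C097, past the threshold in the lower direction (adjusted p = 0.0241 in limma). The complement and coagulation list ranged from 0.33 to 0.80, weaker without 2a, 3a or C098. The separation ratio ranged from 1.58 to 2.68 and was not past the threshold in the 3 fits that each left out a C 8w sample. The C 12w distance ratio ranged from 6.39 to 8.36. Between C 8w + A 4w and C 12w, Cdk4 ranged from -0.12 to 0.24, reversed without C096 and below 0 without 2e, and Cd68 from -0.48 to 0.20, reversed without C098 and above 0 without 2e. Leaving out a C 12w sample leaves 1, which allowed no counts for comparisons with C 12w and no distance ratio, and lists compared with C 12w then have no test. The depth is unknown, so what it limits could not be assessed.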

Differences from the paper's values

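The number of genes kept, 10244, was within 1.5 times the paper's value of 9980, the only value the paper states that was also computed here. Among the alternatives set before the data were examined, a floor of FPKM 10 gave 3902, which was not.

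The paper states that in all its heatmaps C 8w + A 4w lies apart from C 8w and C 12w, and that these cluster with each other. On the row z-scores of the Fig. 5d genes, C 12w sample 3e was first joined with C 8w + A 4w and the separation ratio was 1.15. On the Fig. 5e genes it was 1.203, and on the cell cycle list, which is not the paper's gene list, 0.918. None of these was past the exact permutation test's threshold. Without z-scores, the Fig. 5d genes were past it, at 1.48. On all genes kept, which is not a heatmap of the paper, the ratio of 1.27 was not past it. It was past the threshold with median-ratio scaling (1.27), with quantile normalization (1.28), without z-scores (1.67), without C 12w sample 3e (1.46) and without C 8w + A 4w sample C098 (1.33), all chosen after seeing the values. The brackets of Fig. 5e mark 2 columns as C 8w and 3 as C 12w, while the labels give 3 samples of C 8w and 2 of C 12w.

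The paper reports Hippo signaling genes as enriched in the genes mainly expressed in C 8w + A 4w. Here neither test of the Hippo list was past the threshold, with a mean log2 fold change of 0.42 between C 8w + A 4w and C 8w and an odds ratio of 1.36, or 1.58 among genes whose group means differ by at least 1 on the log2 scale. The list was past the threshold of limma's camera with a floor of FPKM 10 (0.80) and without C 8w + A 4w sample C096 (0.44). The other alternatives run for its mean did not pass it. In the clusters, 31 of the 39 Hippo genes past the F test were in the one that peaked in C 8w + A 4w, with an odds ratio of 1.62 against all genes tested that was not past the threshold of the Fisher exact test. With average linkage it was past it, at 2.00, and with k-means the list was past it only in the cluster that peaked in C 12w, at 2.34. These tests of clusters were chosen after seeing the values. The list was written by hand and is not the KEGG list.

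The paper reports genes of macrophage activation as enriched in the same cluster. Here the macrophage activation list had an odds ratio of 1.30 among the genes highest in C 8w + A 4w and of 2.24 when group means had to differ by at least 1 on the log2 scale, neither past the threshold, and neither an alternative run for its mean log2 fold change nor a test of the clusters, chosen after seeing the values, passed it. The paper's terms come from another gene annotation that was not used here.

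The paper states that each of the 3 clusters was mainly expressed in one group. With complete linkage and k-means, each cluster had its highest mean z-score in a different group. With average linkage, clusters of 2632 and 695 genes were both highest in C 8w + A 4w.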

Other observations

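The tests of shared sequence, of gene copies, of GC content and length, and of separate processing were chosen only after the result was seen. The tests of other splits, sex, abundant genes and stromal cells were not.

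C 8w + A 4w lay apart from the other groups. Of the 10 splits of the 6 C 8w and C 8w + A 4w samples into 3 and 3, 1, the real one, gave as many genes as it did, 5186 with only these samples in the fit, and the largest count in another split was 0. At an unadjusted p under 0.05 the real split gave 5903 genes in limma, and the largest count in another split was 171. The share of 1 in 10 is the smallest this design allows. Each other split mixes the 2 groups, so their difference widens the spread within each side and lowers the count. The counts of the other splits therefore do not show what chance alone would give. Groups did not overlap for 61.4% of all genes tested, where chance gives 10%.

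Sex, abundant genes and GC content were weighed as explanations of the separation. Transcripts of 4 Y-linked genes were found in 2 of the 8 libraries, both of C 8w + A 4w. The third, C096, lay 1.95 times as far from the 5 other libraries without them as these lay from each other, so sex alone did not account for the separation if the listed zeros are absent transcripts. Other genes are listed at 0 in the C 8w and C 12w libraries too, and the sex of those mice is not stated. For the difference between C 12w and C 8w, sex was not tested. The mean distance of C096 was 11.7 to its own group and 92.6 to the others. Without the 19 genes that are among the 10 most abundant of any library, the separation ratio was 1.73. With the trend of each library with GC content and length removed it was 1.89 (exact permutation p = 0.0179), and 4080 genes were differentially expressed in limma, 3330 of them among the 4027 called before.

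Shared reads and separate processing may contribute to the separation. Over genes with at most 2% shared sequence the ratio was 1.49, past the exact permutation test's threshold but below the range of 1.77 to 1.89 over 100 random gene sets of the same size, so shared sequence did not explain all of the separation. Of 42 pairs of tested genes that each share at least 50% of their windows with the other, 5 changed by at least 1 on the log2 scale in opposite directions between C 8w + A 4w and C 8w, and 0 did between C 12w and C 8w. This rule left out Rps26 and Rps27, with 16.2% and 25% of their windows shared. It could not count Ftl1 either, which changed by 0.67. Yet Rps26 changed by 4.23 and its copy Rps26-ps1 by -6.23 in the same comparison. The count therefore cannot settle whether reads were given to copies. If libraries were quantified together, the ratios of their low values could pile up at one value. The highest share near the most common ratio was 3.16% between C 8w + A 4w and other libraries. It was between 2.30% and 5.13% between C 12w and C 8w, so the ranges overlapped, and up to 8.94% within C 8w. The separation cannot be told apart from separate processing, as the code series and the condition coincide.

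All 53 ribosomal protein genes tested were higher in C 8w + A 4w than in C 8w, by a mean of 3.52. Across these genes, which are not independent replicates, shared sequence and the log2 fold change had a Spearman correlation of 0.391 (permutation p = 0.00424, two-sided). Only 1 of the genes has at most 2% shared sequence, with a log2 fold change of 0.18, against a median of 3.67 in the others. The rise cannot be told apart from shared reads.

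The 2 C 12w samples differed from each other. A different share of stromal or bile duct cells is a candidate explanation. The median absolute difference of 12 bile duct and progenitor genes was 1.28, at percentile 100 among 10000 random lists of matched expression. That of 16 stellate cell and matrix genes was 0.82, at percentile 99.99, but below that of 29 hepatocyte enzyme genes, 0.86. The hepatocyte enzymes were lower in sample 3e than in 2e, by a median of -0.81, and the bile duct genes higher by 1.05 and the stellate cell and matrix genes by 0.82. The 33 macrophage marker genes were lower in 3e, by a median of -0.39 (median absolute difference 0.55, percentile 99.99), which goes against a larger share of all cells other than hepatocytes in 3e. A different state of the tumor cells was not tested.

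The labels' description of the extraction names retina. In the values, 30 of 42 hepatocyte genes had an FPKM of at least 100 in at least 4 libraries.

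Transcripts of proteins that the paper measured in other ways were also listed. Ccl2 had an FPKM of 6.29 and 8.14 in the C 12w samples, between 0.254 and 0.527 in C 8w and between 0 and 0.661 in C 8w + A 4w, too low in most samples to be tested. Itgam, which encodes CD11b, was between 0.149 and 0.276 in C 8w + A 4w, between 0.137 and 0.216 in C 8w and at 0.176 and 0.646 in C 12w. Tbx21, which encodes T-bet, was between 0.0244 and 0.132, between 0.0484 and 0.0855 and at 0.162 and 0.0548 in the same groups. Both were too low to be tested, and their ranges in C 8w + A 4w and C 8w overlapped. The hepatocyte enzyme list had a mean log2 fold change of -1.55 between C 8w + A 4w and C 8w (adjusted p = 2.27e-12, camera in limma), with 28 of 29 genes lower. That p-value was not recomputed with an estimated inter-gene correlation. A list of secreted factors of senescent cells had a mean of 0.62 (adjusted p = 0.336, camera in limma), not past the threshold.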
